# PROSER1 modulates DNA demethylation through dual mechanisms to prevent syndromic developmental malformations

**DOI:** 10.1101/gad.352176.124

**Published:** 2024

**Authors:** Anna Fleming, Elena V. Knatko, Xiang Li, Ansgar Zoch, Zoe Heckhausen, Stephanie Stransky, Alejandro J. Brenes, Simone Sidoli, Petra Hajkova, Dónal O'Carroll, Kasper D. Rasmussen

**Keywords:** TET1, TET2, TET3, DNA methylation, TOPD, development, neurodevelopmental disorder

## Abstract

The link between DNA methylation and neurodevelopmental disorders is well established. However, how DNA methylation is fine-tuned—ensuring precise gene expression and developmental fidelity—remains poorly understood. PROSER1, a known TET2 interactor, was recently linked to a severe neurodevelopmental disorder. Here, we demonstrate that PROSER1 interacts with all TET enzymes and stabilizes chromatin-bound TET–OGT–PROSER1–DBHS (TOPD) complexes, which regulate DNA demethylation and developmental gene expression. Surprisingly, we found that PROSER1 also sequesters TET enzymes, preventing widespread demethylation and transposable element derepression. Our findings identify PROSER1 as a key factor that both positively and negatively regulates DNA demethylation essential for mammalian neurodevelopment.

## Abstract (precis)

In this study, Fleming et al. report that PROSER interacts with TET enzymes and stabilizes chromatin-associated TOPD (TET–OGT–PROSER1–DBHS) complexes to maintain genome-wide DNA methylation and repression of endogenous retroviral elements (ERVs). Their findings highlight a prominent role for PROSER in neuronal differentiation and the development of neurodevelopmental disorders.

DNA methylation is a fundamental epigenetic process that is essential for normal development. Collaborating with other chromatin-based epigenetic mechanisms, it safeguards the genome by silencing transposable elements, restricts imprinted gene expression, and balances gene dosage between sexes (Jones 2012). Furthermore, DNA methylation can in some cases directly influence transcription factor binding and gene expression through epigenetic modification of promoter and enhancer regions (Rasmussen et al. 2015, 2019; Schübeler 2015; Kreibich et al. 2023). The TET family of methylcytosine dioxygenases consists of three members (TET1–3). These closely related proteins contain a conserved catalytic domain that can iteratively oxidize 5-methylcytosine (5mC) to 5-hydroxymethylcytosine (5hmC), 5-formylcytosine, and 5-carboxycytosine and promote DNA demethylation (Rasmussen and Helin 2016). Mice lacking all three TET enzymes are unable to survive beyond the early stages of development due to gastrulation failures (Dai et al. 2016), whereas embryos lacking only TET3 can progress to the neonatal stage (Gu et al. 2011). Similarly, although mice lacking either TET1 or TET2 develop normally (Dawlaty et al. 2011; Ko et al. 2011; Li et al. 2011; Moran-Crusio et al. 2011; Quivoron et al. 2011), the combined loss of these enzymes causes developmental abnormalities and increased mortality in a proportion of newborn mice (Dawlaty et al. 2013). The spectrum of developmental defects in knockout mouse lines indicates that TET enzymes have both unique and redundant roles in maintaining developmental processes during early embryonic development.

The function of TET enzymes is modulated via protein–protein interactions with a diverse set of binding partners. For instance, TET enzymes interact with O-linked N-acetylglucosamine (O-GlcNAc) transferase (OGT) (Chen et al. 2013; Deplus et al. 2013; Vella et al. 2013) and the SIN3A–HDAC complex (Williams et al. 2011; Zhang et al. 2015; Zhu et al. 2018; Flores et al. 2023) to promote histone O-GlcNAcylation and histone deacetylation, respectively. In addition, TET1 and TET2 interact with the two *Drosophila* behavior/human splicing (DBHS) proteins Paraspeckle component 1 (PSPC1) and non-POU domain-containing octamer binding (NONO) (Knott et al. 2016, 2022) to modulate expression of endogenous retroviruses and bivalent genes (Guallar et al. 2018; Li et al. 2020; Huang et al. 2022). Finally, TET2 has recently been reported to interact with proline- and serine-rich 1 (PROSER1) in the context of UTX and the MLL3/4 branch of COMPASS (complex of proteins associated with SET1) to modulate H3K4me1 and H3K4me2 levels at UTX binding sites in the human embryonic kidney cell line HEK293 (Wang et al. 2022). The relative importance of these interactions in regulating TET activity and function is an active area of research.

Interestingly, recent findings have linked homozygous loss-of-function mutations in PROSER1 to a novel developmental disorder. This condition features hypotonia, developmental delays, genitourinary malformations, and craniofacial abnormalities associated with sensorineural hearing loss and strabismus (Salah et al. 2022). Given the established role of DNA methylation in neurodevelopment, as evidenced by the association of mutations in DNMT1, DNMT3A, DNMT3B, USP7, and TET3 with a wide spectrum of developmental disorders (Nava and Arboleda 2024), the observed interaction between PROSER1 and TET2 is intriguing. Although this interaction suggests a potential mechanism underlying PROSER1-associated syndromes, the precise pathological consequences of PROSER1 deficiency on DNA methylation, gene expression, and ultimately developmental integrity during early embryogenesis remain to be elucidated.

## Results and Discussion

### Loss of PROSER1 increases preweaning lethality and is associated with developmental disabilities and craniofacial abnormalities

To establish a direct causal link between PROSER1 loss-of-function gene mutations and neurodevelopmental disorders, we generated a mouse line with constitutive inactivation of the endogenous *Proser1* gene using CRISPR–Cas9 gene editing (Supplemental Fig. S1A–C). *Proser1*^+/−^ mice were viable and fertile, and upon backcrossing to C57BL/6J, these mice were intercrossed to generate mice with homozygous PROSER1 loss. Analysis of offspring from these breeders demonstrated that PROSER1 knockout results in partially penetrant preweaning lethality (Fig. 1A). We did not observe prominent increases in perinatal lethality, suggesting that most PROSER1 knockout embryos may be reabsorbed in utero during early gestation. Surviving PROSER1 knockout animals weighed less upon reaching adulthood (Fig. 1B) and displayed frequent eye abnormalities, including microphthalmia, anophthalmia, and cataracts, as well as intermittent tremors and failure to thrive (Fig. 1C,D). To further characterize neuroanatomical defects, we performed microcomputed tomography (microCT) scanning of skulls from adult animals (8–14 weeks old). Consistent with reduced overall weight, volumetric analysis revealed reduced cranial bone volume in PROSER1 knockout animals compared with wild-type littermates (Fig. 1E), while bone density remained unchanged (Fig. 1F). Of note, the persistence of this phenotype in fully grown animals suggests that loss of PROSER1 results in permanent developmental disability rather than developmental delays. Further comparison of skull shape revealed distinct malformations of the maxillary and frontal bones as well as a tendency for rounded heads and a general shortening of the skull (Fig. 1G). In summary, germline PROSER1 deficiency in mice results in pleiotropic developmental abnormalities that resemble the human neurodevelopmental disorder in which PROSER1 is mutated.

**Figure 1.**
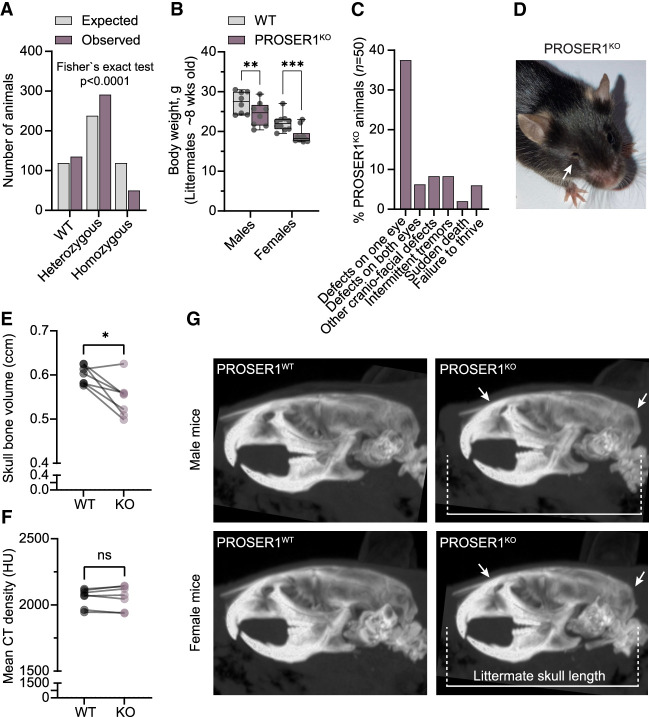
Loss of PROSER1 increases preweaning lethality and is associated with developmental disabilities and craniofacial abnormalities. (*A*) Histogram showing distribution of genotypes at weaning for 476 pups born from heterozygous *Proser1*^+/−^ breeder pairs. The number of homozygous PROSER1 knockout pups at weaning is demonstrably lower than expected, with <50% being recovered. Statistical significance for the contingency table was measured by Fisher's exact test. *P* < 0.0001. (*B*) Box plot showing the body weight of adult PROSER1 knockout (KO) and wild-type (WT) littermates. Comparisons were made for males and females separately. *n* = 8–10. Statistical significance was measured using two-way ANOVA with Sidàk multiple comparisons correction. (**) *P* < 0.01, (***) *P* < 0.001. (*C*) Bar chart showing percentages of gross abnormalities observed in adolescent and adult PROSER1 knockout animals. *n* = 50. Eye defects include microphthalmia, anophthalmia, corneal ulcers, and cataracts. Other craniofacial defects include intermittent head tilt and distorted ear (indicative of otitis media), as well as one case of suspected hydrocephalus. (*D*) Image of a representative PROSER1 KO animal with microphthalmia. The affected eye is indicated by an arrow. (*E*) Dot and line graph representing volumetric analysis of microcomputed tomography (microCT) scans of PROSER1 KO and wild-type littermate skulls. *n* = 7. Statistical significance was measured by paired two-tailed *t*-test (*) *P* < 0.05. (*F*) Same as *E* but representing average CT density (Hounsfield units) as an indication of bone mineral density. (ns) Not significant. (*G*) Lateral views of representative microCT scans of a 13 week old male (*top*) and 14 week old female (*bottom*) PROSER1 KO animal as well as wild-type littermates. The images are rendered as maximum intensity projections (MIPs) from an equal-sized volume to enable direct visual comparison between specimens. Arrows indicate malformations of maxilla and frontal bones as well as rounded head shape. Scale bar indicates skull length of wild-type littermates.

### PROSER1 is a pan-TET interactor and participates in chromatin-associated TOPD complexes

Our data demonstrate functional homology between mouse and human PROSER1, suggesting that mouse embryonic stem cells (mESCs) and their differentiation can serve as an appropriate and tractable model system to elucidate the mechanistic role of PROSER1 in early development. A previous study reported a protein–protein interaction between PROSER1 and TET2 in HEK293 cells (Wang et al. 2022). To determine the conservation of this interaction in mESCs and its potential extension to the entire TET family of enzymes, we raised two specific antimurine PROSER1 antibodies with epitopes from PROSER1 C and N termini, respectively, and performed endogenous IP-MS using PROSER1 knockout mESCs as background controls (Fig. 2A; Supplemental Fig. S1D–F; Supplemental Tables S1, S2). Analysis of biological triplicate experiments identified significant enrichment of TET1 and TET2 as well as the previously identified TET protein interactors OGT, PSPC1, and NONO. These interactions were also observed in protein lysates isolated from mESC-derived mouse embryoid bodies (mEBs). Unlike mESCs, mEBs express TET3, and indeed we observed robust enrichment of all three TET enzymes upon PROSER1 IP (Fig. 2B). Importantly, by performing TET2 IP-MS in wild-type and TET2 knockout mESCs, we could further recover PROSER1, OGT, PSPC1, and NONO interactions but no detectable interaction with the other TET enzymes (Fig. 2C). These findings indicate that the presence of TET2 in PROSER1-containing complexes is mutually exclusive with TET1 and TET3, suggesting that PROSER1 forms discrete complexes with each TET protein. Indeed, PROSER1 IP-MS in TET2 knockout cells still robustly enriched TET1 and TET3, demonstrating that their interaction with PROSER1 is not dependent on TET2 (Supplemental Fig. S2A).

**Figure 2.**
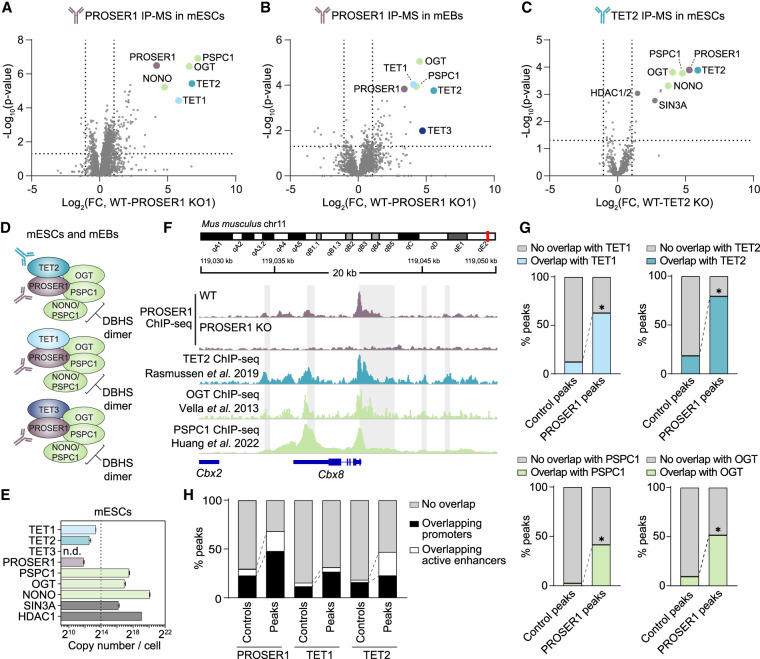
PROSER1 is a pan-TET interactor and participates in chromatin-associated TOPD complexes. (*A*) Volcano plot showing protein hits from α-PROSER1-C immunoprecipitation and mass spectrometry (IP-MS) in WT and PROSER1 KO mESCs. *n* = 3 biological replicates. Dotted lines indicate twofold change and *P*-value of 0.05. Proteins of interest are highlighted and identified. (*B*) As in *A* but carried out in cells differentiated for 2 days to mouse embryoid bodies (mEBs) where TET3 expression is high compared with mESCs. (*C*) As in *A* but carried out using α-TET2-N antibody and protein enrichment compared with parallel IP-MS in WT and TET2 KO mESCs. See Supplemental Tables S3–S6 for full lists of enriched proteins in the IP-MS experiments. (*D*) Illustration of the potential composition of TOPD complexes in mESCs and mEBs. The DBHS protein dimer is depicted as consisting of PSPC1 and NONO for simplicity but may be variable in vivo. (*E*) Copy number estimation (Wiśniewski et al. 2014) of TET proteins and TET interactors in mESCs determined by MS. *n* = 3 biological replicates. The dotted line indicates the sum of TET1, TET2, and TET3 copies. Error bars represent the mean ± SD. (*F*) ChIP-seq tracks showing a representative region (around the *Cbx8* gene) bound by PROSER1, TET2, OGT, and PSPC1 in WT mESCs. CGIs are indicated in gray. (*G*) Percentage of PROSER1-N peaks or matched controls (matched to the PROSER1-N peak set in number, size, and distance to DNase hypersensitivity sites in mESCs and generated using Easeq) (Lerdrup et al. 2016) that overlap with TET1, TET2, PSPC1, or OGT binding. (*) *P* < 0.0001, two-tailed Fisher's exact test. (*H*) Percentage of PROSER1-N, TET1, or TET2 peaks or matched controls that overlap with active enhancers or promoters. All peak sets/tracks except PROSER1 were generated from publicly available data (Williams et al. 2011; Vella et al. 2013; Rasmussen et al. 2019; Huang et al. 2022).

Our data suggest the existence of multiprotein complexes involving TET proteins, OGT, and PROSER1, as well as members of the DBHS family, which are referred to here as TOPD (TET–OGT–PROSER1–DBHS proteins) complexes (Fig. 2D). The relative abundance of these complexes is likely affected by variation in the expression of TET proteins and their interactors in different tissues. As mentioned above, TET1 and TET2 are highly expressed in mESCs, whereas TET3 expression is induced in mEBs and upon differentiation to neuronal lineages. Similarly, although the DBHS protein PSPC1 robustly associates with TET complexes in all cells tested, PSPC1 can form either PSPC1–PSPC1 homodimers or PSPC1–NONO and PSPC1–SFPQ heterodimers, depending on the relative abundance of each protein (Knott et al. 2016, 2022). Of note, estimation of absolute protein abundance in wild-type mESCs shows that TET proteins and PROSER1 are present at similar copy numbers, whereas the abundance of OGT, PSPC1, and NONO is orders of magnitude higher (Fig. 2E). This implies that excess OGT, PSPC1, and NONO is likely to be involved in processes independent of TET proteins and PROSER1. In contrast, most of the cellular pool of PROSER1 may be engaged within TOPD complexes. Interestingly, PROSER1 IP-MS did not result in enrichment of SIN3A or HDAC1/2 (Fig. 1A,B; Supplemental Table S3), suggesting that TET interactions with the SIN3A–HDAC complex are independent of PROSER1. We also failed to detect interactions with UTX or members of COMPASS, and profiling of histone modifications by quantitative mass spectrometry revealed little or no global changes in H3K4 methylation in two independent PROSER1 knockout mESC lines (Supplemental Fig. S1G).

Initial biochemical cell fractionation of mESCs demonstrated that PROSER1 is predominantly a chromatin-associated protein (Supplemental Fig. S2B). We therefore performed PROSER1 chromatin immunoprecipitation and sequencing (ChIP-seq) using our antimurine PROSER1-N antibody to gain further insights into its function in chromatin. To ensure specificity of enriched peaks, ChIP-seq was carried out simultaneously on wild-type and PROSER1 KO mESCs. Analysis of biological replicate experiments revealed 1712 high-confidence PROSER1 binding sites (Supplemental Fig. S2C). Upon intersection with publicly available ChIP-seq data sets in mESCs, we found that a large majority (>95%) are co-occupied by TET1, TET2, OGT, PSPC1, or combinations of these (Fig. 2F; Supplemental Fig. S2D). We next asked whether PROSER1 genome colocalization with each of the complex components is enriched compared with matched control regions. We observed significant enrichment (*P* < 0.0001, Fisher's exact test) for TET1, TET2, OGT, and PSPC1 colocalization (Fig. 2G), whereas no enrichment was observed at CTCF binding sites or gene bodies (Supplemental Fig. S2E,F). Notably, genomic regions associated with binding of both TET1 and TET2 were significantly enriched within PROSER1 peaks (51.7% vs. 10.5% in the rest of the genome; *P*-value < 0.0001, Fisher's exact test) (Supplemental Fig. S2G), suggestive of their interchangeable roles within TOPD complexes. Consistent with a role in gene regulation, PROSER1 high-confidence binding sites are associated with both active (H3K27ac and P300) and repressive (H3K27me3 and SUZ12) chromatin domains (Supplemental Fig. S2H) and overlap regulatory genomic regions such as promoters, CpG islands (CGIs), and active enhancers that are known to be occupied by TET1 and TET2 (Fig. 2H; Williams et al. 2011; Rasmussen et al. 2019).

### PROSER1 loss disrupts TOPD complexes and alters TET2 genome-wide chromatin binding

To understand how loss of PROSER1 affects the stability of TOPD complexes, we immunoprecipitated TET2 in wild-type and PROSER1 knockout mESC lines and analyzed eluates by Western blotting and label-free mass spectrometry (Fig. 3A; Supplemental Fig. S3A). Although PROSER1, OGT, and PSPC1 were present in TET2 eluates from wild-type cells, loss of PROSER1 reduced the relative recovery of OGT and abolished TET2–PSPC1 interactions altogether. Importantly, proteomic analysis of the knockout cell lines demonstrated that the expression levels of TET2, OGT, and PSPC1 were unaffected, indicating that the loss of interaction is not a consequence of reduced protein stability (Supplemental Fig. S3B). Follow-up analysis of biological triplicate IP eluates using quantitative TMT labeling demonstrated that TET2–OGT interactions were reduced by ∼60% upon loss of PROSER1, while quantitative recovery of SIN3A was not affected (Fig. 3B). Of note, we found that the level of TET2 O-GlcNAcylation was unchanged in PROSER1 knockout cells, suggesting that enzyme–substrate interactions between TET2 and OGT are preserved in the absence of PROSER1 (Fig. 3A).

**Figure 3.**
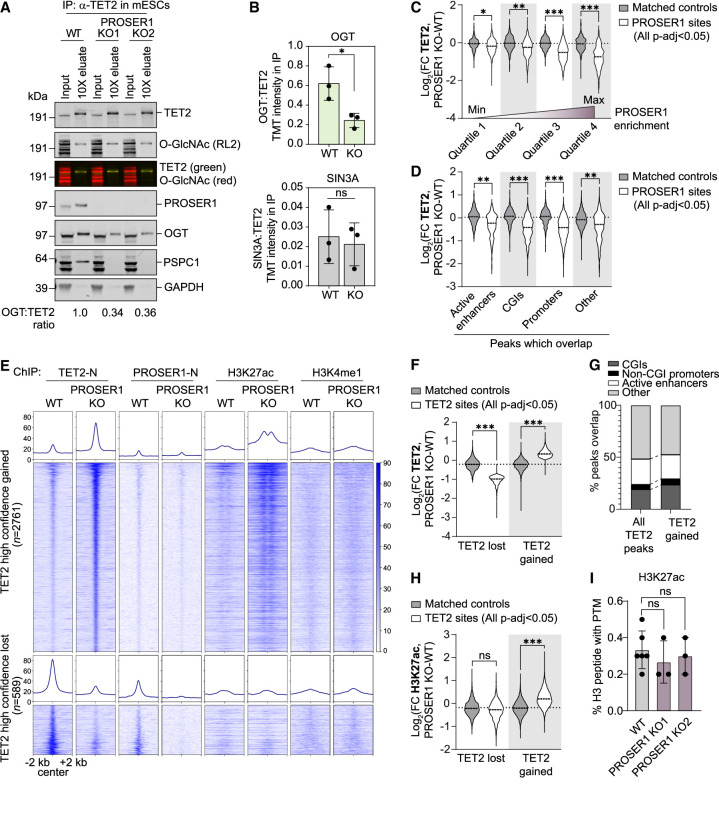
PROSER1 loss disrupts TOPD complexes and alters TET2 genome-wide chromatin binding. (*A*) Western blot of input and 10× concentration eluates from α-TET2 IP on lysates from WT, PROSER1 KO1, and PROSER1 KO2 mESCs. The intensity of OGT in each eluate was normalized to the intensity of TET2 in the same eluate, and the ratios in each IP are provided *below* the figure. A slight difference in apparent molecular weight was observed between inputs and eluates owing to different buffer compositions. (*B*) Ratios of OGT:TET2 and SIN3A:TET2 in TMT-labeled quantitative mass spectrometry analysis of TET2 immunoprecipitate in WT and PROSER1 KO mESCs. TMT reporter intensity was quantified from three biological replicates. Error bars represent the mean ± SD. (*) *P* < 0.05 (unpaired two-tailed *t*-test with Welch's correction), (ns) nonsignificant. (*C*) Fold change in TET2 binding based on TET2 normalized read counts within PROSER1 peaks or matched control regions upon PROSER1 loss. PROSER1 peaks were sorted by log_2_ (fold change in PROSER1 and KO WT) and divided into equal-sized quartiles (white). Controls (gray) were generated for each quartile. The effect sizes of binding loss compared with matched control regions were measured with Cohen's *d*. (*) *d* > 0.3 (small effect), (**) *d* > 0.6 (medium effect), (***) *d* > 0.9 (large effect). (*D*) As in *C*, but TET2 normalized read counts are shown at PROSER1 sites within different genomic regions (white), as specified *below* the plot, or controls (gray) generated for the set of PROSER1 peaks within each genomic region. (*E*) Heat maps and mean values of normalized ChIP-seq signals for TET2, PROSER1, H3K27ac, and H3K4me1 centered at high-confidence [*P*-adj < 0.05, abs(fold change ≥ 2)] sites with gain or loss of TET2 binding. Regions are ranked on *P*-adj values for TET2 binding between PROSER1 KO and WT. Heat maps were generated using DeepTools software (Ramírez et al. 2014). (*F*) As in *C* but showing fold change in TET2 binding based on TET2 normalized read counts within all significant (*P*-adj < 0.05) TET2 differential sites upon PROSER1 loss. (*G*) Percentage of all TET2 peaks (Rasmussen et al. 2019) or all sites with significant (*P*-adj < 0.05) gain of TET2 binding that overlap with genomic regions as specified *above* the plot. (*H*) As in *F* but showing fold change in H3K27ac. (*I*) Global enrichment of H3K27ac in WT, PROSER1 KO1, and PROSER1 KO2 mESCs as measured by quantitative MS. *n* = 3 biological replicates of PROSER1 KO lines, *n* = 6 biological replicates of WT. Error bars represent the mean ± SD. Statistical significance was measured by unpaired two-tailed *t*-test with Welch's correction.

To investigate the association between PROSER1, TOPD recruitment to chromatin, and the activation status of PROSER1-bound regions, we then performed ChIP-seq for TET2 as well as the histone marks H3K4me1 and H3K27ac in wild-type and PROSER1 knockout mESCs (Supplemental Fig. S3C). Differential enrichment analysis within high-confidence PROSER1 binding sites revealed that loss of PROSER1 correlates with reduced TET2 chromatin occupancy, whereas enrichment of H3K4me1 or H3K27ac does not change in response to loss of PROSER1 within the same regions (Fig. 3C; Supplemental Fig. S3D–F). We observed that TET2 binding loss is not limited to PROSER1 binding sites within specific regulatory domains but rather is seen across active enhancers, promoters, and CGIs (Fig. 3D). In contrast to the reduction of TET2 binding at PROSER1-bound genomic regions, we also observed a significant number of sites with increased TET2 occupancy upon knockout of PROSER1 (Fig. 3E,F). These regions do not show evidence of PROSER1 binding in wild-type cells (Fig. 3E; Supplemental Fig. S3F) or skewing toward increased association with specific genomic regions compared with TET2 binding sites in wild-type cells (Fig. 3G). However, these regions were linked to increases in H3K27ac upon PROSER1 knockout (Fig. 3E,H; Supplemental Fig. S3G), possibly via interactions of TET2 with the histone acetyltransferase P300, as reported previously (Zhang et al. 2017). Of note, we did not observe global differences in P300-directed histone acetylation via histone mass spectrometry or local differences at matched control regions that were not bound by TET2, suggesting that increased H3K27ac deposition is largely restricted to sites associated with increased TET2 binding (Fig. 3H,I; Supplemental Fig. S3H). Collectively, our results demonstrate that PROSER1 is required for the stability of TOPD protein complexes, and that loss of PROSER1 alters the recruitment of TET2 to chromatin.

### PROSER1 knockout unleashes TET catalytic activity and causes widespread DNA demethylation and desilencing of endogenous retroviruses

To determine the effect of PROSER1 loss on DNA methylation, we harvested genomic DNA from two independent PROSER1 knockout mESC lines and quantified global levels of 5hmC and 5mC by mass spectrometry. We observed a decrease in global 5mC levels as well as slightly elevated levels of genomic 5hmC, the major product of TET catalytic activity (Fig. 4A). 

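EM-seq protects 5mC and 5hmC alike from enzymatic deamination, so a protected cytosine is scored as methylated and each value holds 5mC and 5hmC together. Genomic DNA of WT, PROSER1 KO and PROSER1 KO+Rescue mESCs was profiled in 6 libraries, 2 biological replicates per genotype, and the rescue libraries can be told from the others at Proser1 itself (chromosome 3 of mm10, 53463795 to 53481755). Re-expression came from a transgene, and CpGs in exons 2 and later of Proser1 (125 CpGs) had 2.31 and 2.70 times the reads of CpGs in its introns (219 CpGs) in the rescue libraries. The same ratio was 0.978 and 0.937 in the WT libraries and 0.976 and 0.910 in the KO libraries. Reads over the CpG inside the guide target in exon 1 of Proser1 (position 53464314) numbered 17 and 13 in WT, 7 and 3 in KO and 0 and 0 in the rescue libraries, where a count of 0 allows up to 3 reads. The authors trimmed the reads, mapped them to mm10 with Bismark, removed duplicates and merged the strands of each CpG, and the deposited values are counts of all reads and of methylated reads per CpG and library. In all, 193971329 and 230274612 CpG reads were counted in the WT libraries, 231985950 and 230623046 in the KO libraries, and 199232664 and 172785818 in the rescue libraries. Replicates were kept apart here, and a CpG was used when the pool of each genotype had at least 10 reads. The methylation of a region is the mean over its covered CpGs (at least 3), given in percent as the mean ± SD of 2 libraries, with differences in percentage points (pp). Methylated and unmethylated reads of each region were tested with the edgeR quasi-likelihood test, all 6 libraries in 1 fit, and a region was called at a Benjamini–Hochberg adjusted p under 0.05. Both KO libraries come from a single KO line, so these p-values measure the spread between libraries and not between lines, and an exact permutation test of 2 libraries against 2 cannot give a p below 0.333.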

To investigate which regions are affected by increased TET activity, we generated base-resolution DNA methylation profiles using enzymatic methyl-sequencing (EM-seq) in wild-type ESCs (WT), PROSER1 knockout (PROSER1 KO) cells, and PROSER1 knockout cells that were engineered to re-express full-length FLAG-tagged PROSER1 (PROSER1 KO + rescue) (Fig. 4B). Mapping of EM-seq reads to the mouse genome allowed quantification of cytosine modification states at ∼17.5 million CpG sites with at least 10× coverage in all three genotypes. 

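The 6 libraries listed 21908007 CpGs, of which 17483791 (79.8%) had at least 10 reads in the pool of each genotype. Over the covered CpGs of the autosomes and X, mean methylation was 77.7 ± 0.926% in WT, 75.6 ± 0.99% in PROSER1 KO and 77.8 ± 1.02% in KO+Rescue cells. Pooled depth was 19.4, 21.1 and 17.0 reads per listed CpG in WT, KO and rescue, and the median depth of a covered CpG in a single library lay between 9 and 12 reads. At 10 reads in each of the 6 libraries, 1867279 CpGs remained. Mitochondrial CpGs, a measure of incomplete conversion, read as methylated in 0.321 to 0.344% of their reads, with both KO values (0.321 and 0.344%) at the ends of this range.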

Consistent with our mass spectrometry results, we observed a decrease in DNA methylation in 10 kb windows across the entire genome in PROSER1 KO cells, whereas reintroduction of PROSER1 restored methylation to wild-type levels (Fig. 4C). This widespread DNA hypomethylation was also observed when comparing average DNA methylation levels in diverse genomic regions including heterochromatin, gene bodies, active enhancers, and non-CGI promoters (Fig. 4D), though it was noted that regions generally depleted of DNA methylation, such as CGIs and bivalent promoters, were unchanged (Supplemental Fig. S4A). 

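Methylation of 10 kb tiles was lower in PROSER1 KO than in WT cells and was back at the WT level in rescue cells. Over 252561 tiles, the median was 85.2 ± 0.820% in WT, 83.5 ± 1.04% in KO and 85.7 ± 1.11% in rescue cells. Both KO libraries (82.8 and 84.3%) lay below both WT libraries (85.8 and 84.6%), and the rescue libraries reached 85 and 86.5%. The difference of the medians was −1.65 pp for KO against WT (exact permutation test, two-sided, p = 0.333, the smallest that 2 against 2 libraries allow), −2.21 pp for KO against rescue (exact p = 0.333). It was 0.559 pp for rescue against WT (exact p = 0.667). With 1 library left out at a time, the difference ranged from −2.39 to −0.909 pp for KO against WT. For rescue against WT it ranged from −0.222 to 1.34 pp, so its sign depended on the libraries used. Both KO libraries were below both WT libraries in 41.8% of tiles and above both in 4.73%. Against the rescue libraries these shares were 47.4% and 3.07%. Chance gives 16.7% for each if every tile orders the libraries on its own. Whole libraries differ in level, replicates included, so these shares follow the order of the medians and are not separate evidence. In edgeR, 2638 tiles fell and 151 rose in KO against WT, 1688 fell and 104 rose in KO against rescue, and 31 were lower and 50 higher in rescue than in WT. Grouped by their rescue level, tiles of 40 to 60% went from 51.7 to 48.5% between WT and KO and tiles of 90 to 95% from 89.7 to 88.7%. The 5 tiles with the largest fall overlapped Gnas (56.4 ± 2.04 to 22.5 ± 5.43%, adjusted p = 5.25e-29), Gpr1, Bicral, Khdrbs1 and Eya3. In rescue cells, Khdrbs1 (67.4, 38.7 and 60.4% in WT, KO and rescue) and Eya3 (58.7, 30.5 and 47.3%) were no longer called against WT, while Bicral (73.1, 43.0 and 58.5%, adjusted p = 0.00399) still was. Gnas (19.9 ± 0.665%, adjusted p = 2.97e-34) and Gpr1 (52.2, 21.8 and 24.3%, adjusted p = 1.74e-18) stayed at the KO level in rescue cells. Among the 5 largest rises were those at Osr1 (15.4 to 39.2%), in 2 neighbouring tiles at Prdm8 (49.6 to 75.0% and 27.8 to 50.6%), and 318693 bp from Tmco5 (27.1 to 62.3%). Rescue values at these tiles were 15.7% (Osr1), 54.7 and 34.1% (Prdm8) and 28.7% (Tmco5). All 10 tiles were called in KO without each library in turn. Bicral lost its call in rescue without WT replicate 1 (edgeR, adjusted p = 0.362) and rescue replicates 1 (0.175) and 2 (0.134). The count against WT went from 2789 to 473 without WT replicate 1, 757 without KO replicate 1 and 646 without KO replicate 2. Tiles called against rescue went from 1792 to 248 and 163 without KO replicates 1 and 2 and 81 without rescue replicate 2. Those of rescue against WT went from 81 to 51, 47, 47 and 34 without WT replicates 1 and 2 and rescue replicates 1 and 2. Limma called 481 lower and 66 higher in KO than in WT, and 0 lower and 1 higher once each library was centred on its median (10278 and 7183 at an unadjusted p under 0.05), a step that moved the median log2 ratio from −0.19 to −0.01.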

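Gene bodies and non-CGI promoters were less methylated in PROSER1 KO than in WT cells and were near the WT level in rescue cells, and the median methylation of CpG islands was similar in all genotypes. Median methylation of 20853 gene bodies was 73.9 ± 0.975% in WT, 71.3 ± 1.00% in KO and 74.1 ± 1.07% in rescue cells. Over 7662 promoters without an island it was 79.6 ± 1.08, 77.1 ± 1.23 and 79.5 ± 1.14%, and over 22579 islands 2.48 ± 0.199, 2.31 ± 0.172 and 2.11 ± 0.00921%. In edgeR, 1428 gene bodies fell and 54 rose in KO (20 and 6 in rescue against WT), and 22 non-CGI promoters fell and 9 rose. No island was called in KO by edgeR or by limma (584 lower and 370 higher at an unadjusted p under 0.05 in edgeR). This depended on coverage, since some islands were called in KO at a minimum of 20 pooled reads per genotype. The lack of calls does not show that islands were unchanged, since an island in Prdm8 with a large rise in KO, described below, was not called either. The largest falls of non-CGI promoters were at the imprinted genes Zdbf2 (54.2 ± 7.26 to 11.1 ± 3.03%, adjusted p = 2.12e-08) and Meg3 (95.0 ± 0.777 to 57.1 ± 6.94%, adjusted p = 1.53e-09). These were also called as falls in rescue cells (14.2 ± 1.65%, adjusted p = 7.21e-07, and 78.8 ± 1.55%, adjusted p = 2.75e-04), where Pcdhgb4 (18.2 to 37.4%, adjusted p = 0.0401), named after its values were seen, was the 1 rise. The promoters of Cdkn1a, Khdrbs1, Ptprcap, Prss48, Eid3, Zbtb38, Saa3 and Arl14epl fell by 27.2 to 18.5 pp in KO, with adjusted p from 5.16e-05 (Arl14epl, 25.0 to 6.51%) to 0.0253 (Cdkn1a, 74.3 to 47.1%). In rescue cells these read 62.6% at Cdkn1a, 58.2% at Khdrbs1, 70.1% at Ptprcap, 38.8% at Prss48, 41.6% at Eid3, 71.0% at Zbtb38, 52.5% at Saa3 and 18.3% at Arl14epl. Promoters of Samd11 (24.9 ± 0.425 to 75.8 ± 8.79%, adjusted p = 1.49e-05) and Fli1 (15.9 ± 7.96 to 49.3 ± 0.0349%, adjusted p = 5.63e-04) were among the largest rises, and those of Tbx15, Fezf2 (22.9 to 42.5%), Foxa1, Gata3 (11 to 25.1%), Fgr (10.0 to 18.5%) and Tspoap1 (1.62 to 9.99%) rose as well. Among gene bodies, named after their values were seen, Nefm fell from 85.1 ± 0.710 to 58.3 ± 9.15% (72.7% in rescue, edgeR adjusted p = 4.00e-05 against WT and 0.228 without rescue replicate 2), while Tcf21 rose from 17.7 ± 0.0579 to 36.6 ± 1.94% (20.7% in rescue). The body of D1Pas1 rose from 31.4 ± 1.37 to 60.1 ± 1.16% and kept 62.5 ± 2.14% in rescue cells. Heterochromatin, active enhancers and bivalent promoters were not analysed here. The count of bodies went from 1482 to 313, 354 and 240 without WT replicate 1 and KO replicates 1 and 2 (in rescue from 26 to 16, 17, 13 and 13 without WT replicates 1 and 2 and rescue replicates 1 and 2). Non-CGI promoters went from 31 to 15, 19, 10, 58 and 56 without WT replicate 1, KO replicates 1 and 2 and rescue replicates 1 and 2 (in rescue from 3 to 5 without rescue replicate 2). Of the 31 promoters, 13, 23, 15 and 9 were still called without WT replicates 1 and 2 and KO replicates 1 and 2, and 31 without either rescue replicate. Zdbf2, Meg3, Arl14epl, Samd11 and Tspoap1 were called in each case, as were the bodies of Nefm, Tcf21 and D1Pas1. The call was lost in edgeR at Fli1 without KO replicate 1 (adjusted p = 0.0506), at Eid3 (0.0691), Tbx15 (0.0658) and Foxa1 (0.277) without KO replicate 2. It was lost at Zbtb38 without WT replicate 1 (0.0832) and KO replicate 1 (0.197) and at Prss48 without WT replicate 1 (0.0605) and KO replicate 2 (0.224). Fgr (0.182 and 0.361) and Gata3 (0.209 and 0.466) lost it without WT replicate 2 and KO replicate 2. Cdkn1a, Khdrbs1, Ptprcap, Saa3 and Fezf2 lost it without WT replicate 1 and each KO replicate (adjusted p from 0.0578 to 0.374). Pcdhgb4 lost its call in rescue without WT replicates 1 and 2 (adjusted p = 0.0956 and 0.0924), KO replicates 1 and 2 (0.0862 and 0.0821) and rescue replicate 2 (0.448). Limma called 0 bodies lower and 2 higher in KO (3758 and 166 unadjusted) and 9 promoters lower and 5 higher. With centred libraries these were 0 and 0 bodies (1241 and 806 unadjusted), 7 and 8 promoters, and 1 and 6 islands.

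**Figure D1:**
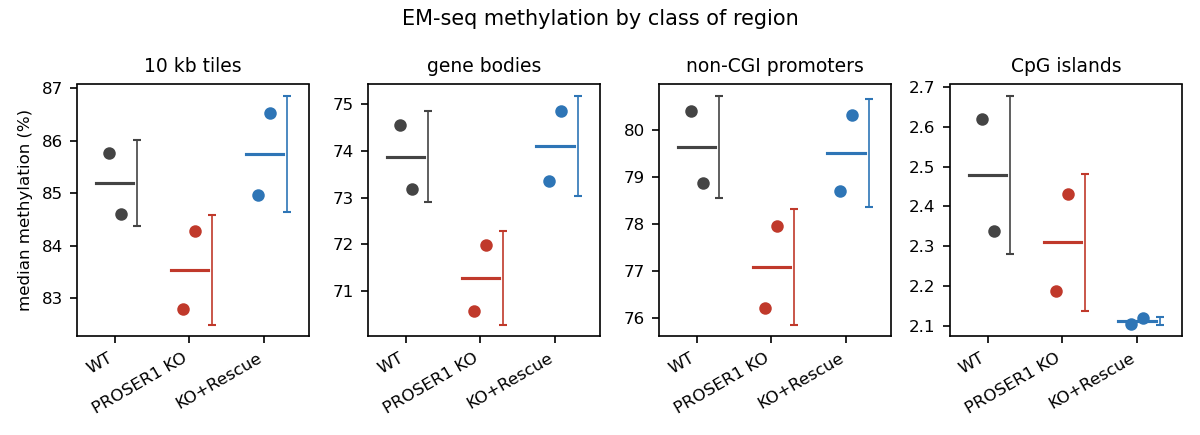
Median methylation of 10 kb tiles, gene bodies, promoters without a CpG island and CpG islands in each library, with the mean of each genotype as a line and ±1 SD of its 2 libraries as a bar. The axes have separate scales that do not start at 0.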

We furthermore found significant DNA hypomethylation at sites associated with increased H3K27ac deposition identified previously (Fig. 4E; Supplemental Fig. S3C). Importantly, expression and protein copy numbers of the major DNA methylation effectors (DNMT1/UHRF1, DNMT3A/B, TET1, and TET2) were largely unchanged (Fig. 4F; Supplemental Fig. S4B). This implies that DNA methylation changes are a direct consequence of altered TET activity in PROSER1 knockout cells rather than a result of a general disruption of DNA methylation maintenance machinery.

**Figure 4.**
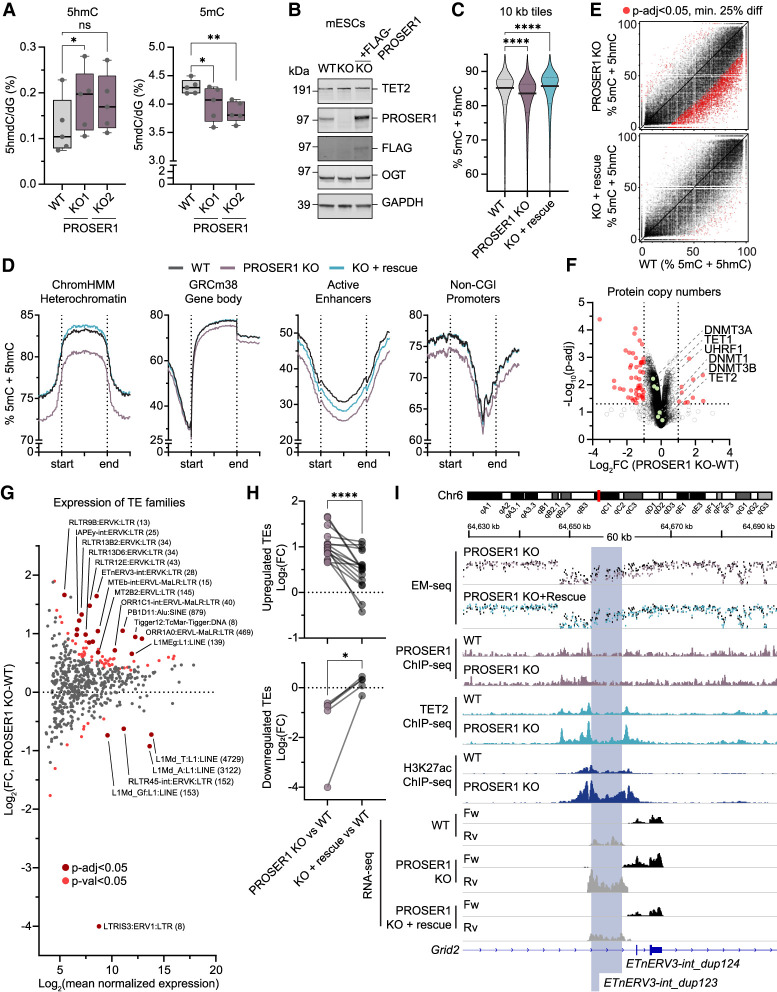
PROSER1 loss unleashes TET activity and causes widespread DNA demethylation and derepression of endogenous retroviruses. (*A*) Quantification of 5hmC and 5mC by LC-MS/MS in genomic DNA harvested from WT, PROSER1 KO1, and PROSER1 KO2 mESCs. Each symbol represents a sample harvested and processed independently (*n* = 5 biological replicates with each two technical replicates) from each cell line. Statistical significance was measured by paired two-tailed *t*-test (paired by same day of harvest due to coordinated fluctuations in 5hmC). (ns) Not significant, (*) *P* < 0.05, (**) *P* < 0.01. (*B*) Western blot of lysates prepared from WT, PROSER1 KO, and PROSER1 KO + rescue mESCs. GAPDH was probed as a loading control. (*C*) Violin plot showing average DNA methylation in 10 kb tiles for CpG sites covered by a minimum of 10 EM-seq reads in all samples in WT, PROSER1 KO, and PROSER1 + rescue mESCs. Lines on violin plot represent the median and quartiles. Statistical significance was measured by Brown–Forsythe and Welch ANOVA test. (****) *P* < 0.0001. (*D*) Quantitation trend plots of DNA methylation quantified by EM-seq in heterochromatin, gene bodies, active enhancers, and non-CGI promoters for CpG sites covered by a minimum of 10 EM-seq reads in all samples in WT, PROSER1 KO, and PROSER1 KO + rescue mESCs. (*E*) XY scatter plot showing the modification state of individual CpG sites covered by at least 10 EM-seq reads that overlap 3196 regions with increased H3K27ac deposition identified previously (Supplemental Fig. S3B) in PROSER1 KO versus WT cells. Significantly differentially methylated CpG sites (*P*-adj < 0.05; minimum 25% difference) are highlighted in red for PROSER1 KO versus WT (*top*) and PROSER1 + rescue versus WT (*bottom*). (*F*) Volcano plot showing protein copy numbers determined by whole-proteome MS on wild-type and PROSER1 KO mESCs. *n* = 3 biological replicates. Dotted lines indicate twofold change and *P*-adj 0.05. Components of the DNA methylation machinery are highlighted and identified. (*G*) MA-plot showing TEtranscripts differential expression analysis of TEs in WT and PROSER1 KO mESCs. Each dot represents a subfamily of TE elements, and the number of individual elements included in the analysis (covered by at least one unique read) is shown in parentheses. Red and dark-red dots indicate significantly differentially expressed TE families at thresholds of *P*-value < 0.05 and *P*-adj < 0.05, respectively. (*H*) Symbol and line plots comparing expression of TE families in PROSER1 KO versus WT and PROSER1 KO + rescue versus WT. Plots include TE families found to be differentially expressed (*P*-adj < 0.05) between WT and PROSER1 KO in *G* and split to show upregulated (*top*) and downregulated (*bottom*) TE families. Statistical significance was measured by paired two-tailed *t*-test (*) *P* < 0.05, (****) *P* < 0.0001. (*I*) Tracks showing regions surrounding *ETnERV3-int_dup123* and *ETnERV3-int_dup124* (highlighted in blue) that gain TET2 binding and H3K27ac and become DNA hypomethylated and desilenced in the absence of PROSER1. Data in the *top* two panels represent pooled EM-seq methylation calls. Data from WT mESCs are shown in black, and data from PROSER1 KO and PROSER1 KO + rescue are overlaid in purple or blue, respectively. (*Bottom*) Tracks represent ChIP-seq coverage in PROSER1 ChIP-seq (*n* = 2 biological replicates) and TET2 or H3K27ac ChIP-seq (*n* = 3 biological replicates. The last six tracks represent coverage of forward (Fw) or reverse (Rv) transcripts identified by RNA-seq. *n* = 2 biological replicates.

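In the window drawn around the 2 ETnERV3-int copies (chromosome 6, 530 covered CpGs), methylation was 66.5 ± 1.18% in WT, 59.1 ± 1.31% in PROSER1 KO and 63.3 ± 0.0243% in rescue cells. Averaged over whole parts of the window, the difference was larger in the highlighted part than to its left or right. Their highlighted part, read by eye from the axis (47 covered CpGs; 976, 1121 and 812 reads), had 54.0 ± 6.97, 35.3 ± 1.19 and 45.3 ± 5.46%. To its left, values were 63.7, 58.7 and 62.0%, and to its right 70.4, 63.2 and 67.0% in WT, KO and rescue. Of the 6 tiles of 10 kb in the window, edgeR called 2 lower in KO: the one from 64650001, with the highlighted ETnERV3-int part (41.1 ± 3.18 to 24.9 ± 1.42%, adjusted p = 5.07e-05), and the neighbouring 64660001 to 64670000 (73.5 ± 1.77 to 59.1 ± 1.44%, adjusted p = 2.40e-05). Rescue cells had 31.8 ± 3.44 and 69.5 ± 0.833% in these 2 tiles. Among tiles of 1 kb, limma called 64654001 to 64655000 (a difference of −27.5 pp, adjusted p = 0.0463) and 64662001 to 64663000 (−32.5 pp, adjusted p = 0.0441), which lies outside the highlighted part. In the first of these tiles the rescue libraries were near the KO level, with 17.7 and 10.3% against 15.2 and 11.4% in KO. In the other, rescue had 57.6 and 75.3% against 39.4 and 47.9% in KO. The difference at the highlighted ETnERV3-int part was −18.7 pp, and ranged from −13.8 pp without WT replicate 1 to −23.7 pp without WT replicate 2.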

Dual pharmacological inhibition of DNA methylation enzymes and histone deacetylases causes DNA hypomethylation and increased histone acetylation—reminiscent of changes observed upon PROSER1 knockout—and synergizes to cause desilencing of transposable elements (TEs) (Brocks et al. 2017; Daskalakis et al. 2018; Cusack et al. 2020; Goyal et al. 2023). We therefore used a combination of RNA-seq and TEtranscripts, an analysis pipeline designed to handle reads that map to multiple locations in the genome, to assign multimapping reads to specific TE families and analyze their activity. Loss of PROSER1 led to an increase in transcription of multiple families of long terminal repeat (LTR)-containing endogenous retroviral (ERV) elements such as ERVK, ERVL, and ERVL-MaLR, whereas expression of the non-LTR L1Md retrotransposons was mildly reduced (Fig. 4G). To understand whether this deregulation correlated with loss of PROSER1, we assessed transcript levels of the differentially expressed TE families upon re-expression of PROSER1. Consistent with the observed restoration of DNA methylation levels described above, expression of differentially expressed TE families (Fig. 4H) as well as expression of individual TE elements identified solely based on uniquely mapped reads (Fig. 4I; Supplemental Fig. S4C) were restored to near wild-type levels upon reintroduction of full-length PROSER1. Collectively, our findings demonstrate that PROSER1 safeguards against genome-wide DNA demethylation and aberrant activation of endogenous retroviruses.

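Promoters of germline and of imprinted genes were lower in the median in PROSER1 KO than in WT cells, and few of them passed the test singly. Promoters of the methylation-silenced germline genes (26 tested) differed by a median of −4.09 pp from WT and −1.72 pp in rescue cells. In KO, 24 of the 26 were lower, and in 13 both KO libraries lay below both WT libraries, a share (50.0%) like that of all promoters (43.7%; chance 16.7%). EdgeR called 0 of them (4 lower and 1 higher at an unadjusted p under 0.05; 0 by limma on centred libraries), and 1 adjusted over the list alone, Dazl (83.8 ± 2.54, 63.0 ± 4.08 and 77.3 ± 4.67% in WT, KO and rescue). Of 17 promoters of maternally imprinted control region genes (median −5.41 pp), Plagl1 (59.0 ± 5.94 to 24.2 ± 2.74%, adjusted p = 0.0123) and Nap1l5 (52.6 ± 6.75 to 24.0 ± 2.80%, adjusted p = 0.0105) fell and Mcts2 (6.87 ± 0.707 to 24.7 ± 9.84%, adjusted p = 0.0210) rose; adjusted over the list alone, 3 fell, Airn (69.8 to 51.4%) among them, and 1 rose. In rescue cells Plagl1 (23.5 ± 8.40%), Nap1l5 (25.5 ± 4.62%) and Mcts2 (23.4 ± 6.32%) kept the KO level. The median difference of the maternal list from WT was still −4.26 pp in rescue cells. The 4 promoters of paternally imprinted control region genes had a median of −17.8 pp in KO and −6.95 pp in rescue cells. Of these, Meg3 was called (joint promoter fit, adjusted p = 1.40e-06), with H19 (95.7 ± 2.22, 80.2 ± 12.0 and 91.7 ± 3.87%) also called adjusted over the list alone. In the edgeR fit of non-CGI promoters H19 was called too (adjusted p = 0.0192; 0.170 without WT replicate 1 and 0.443 without KO replicate 2). The camera test with a preset correlation called the paternal list (adjusted p = 6.73e-04, or 0.249 with an estimated correlation) and not the germline (adjusted p = 0.376) or the maternal list (adjusted p = 0.487). Among the 15 promoters of the methylation machinery and TOPD components, edgeR called 0 (2 lower and 0 higher unadjusted; 0 by limma on centred libraries), with Dnmt1 at 90.4 ± 3.73, 87.6 ± 1.08 and 87.4% and Uhrf1 at 13.8 ± 0.817, 9.79 ± 1.51 and 12.4%. Pluripotency genes (19, median −0.624 pp) and 2-cell stage genes (8, median −0.355 pp) had 0 calls by either test (1 and 0 lower and 0 and 0 higher unadjusted). Of tiles of 1 kb, limma called 520 lower and 118 higher in KO by at least 10 pp. This count went from 638 to 7 and 75 without WT replicates 1 and 2 and 111 and 19 without KO replicates 1 and 2. The edgeR calls over all lists went from 8 to 2 and 3 without WT replicates 1 and 2, 2 without KO replicate 2 and 13 and 13 without rescue replicates 1 and 2. Plagl1 had an edgeR adjusted p of 0.206 without WT replicate 1 and 0.0918 and 0.0539 without KO replicates 1 and 2, and Nap1l5 one of 0.193, 0.0608 and 0.110. Mcts2 had an edgeR adjusted p of 0.193 and 0.135 without WT replicates 1 and 2 and 0.334 without KO replicate 2. Collectively from its findings, among them mass spectrometry of 5mC and 5hmC (Fig. 4A), the hypomethylation of 10 kb windows and its recovery upon re-expression (Fig. 4C) and the activity of ERV families in KO and rescue cells (Fig. 4G–I), the paper concludes that PROSER1 protects the genome from demethylation and keeps endogenous retroviruses silent.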

### Defective recruitment of TET2 to developmental genes upon PROSER1 loss leads to their subsequent dysregulation during neuronal differentiation

To determine the direct effect of altered TET2 chromatin binding, we quantified DNA methylation changes in the high-confidence TET2 differentially bound sites [*P*-adj < 0.05, abs(fold change) ≥ 2] identified in PROSER1 knockout cells (Fig. 3E). In contrast to regions with gained TET2 binding, which mirrored the genome-wide DNA hypomethylation, sites with reduced TET2 binding were instead correlated with increased levels of DNA methylation (Fig. 5A). Further analysis identified that nearly one-third of sites with reduced TET2 binding exhibited a significant rise in average DNA methylation (*P*-adj < 0.05; minimum of three CpGs per site) (Fig. 5B). To investigate potential effects on gene expression, we identified enriched gene ontology terms in the subset of 866 genes whose regulatory domains (defined in GREAT as “basal plus extension”) (McLean et al. 2010) overlapped with sites with reduced TET2 binding. This analysis revealed significant associations with early development processes, such as nervous and skeletal system development, and was linked to mouse knockout phenotypes exhibiting craniofacial abnormalities including eye defects (Supplemental Fig. S4D). In contrast, genes whose regulatory domains overlapped with sites with increased TET2 binding were largely linked to phenotypes associated with abnormal hematopoietic differentiation (Supplemental Fig. S4E).

**Figure 5.**
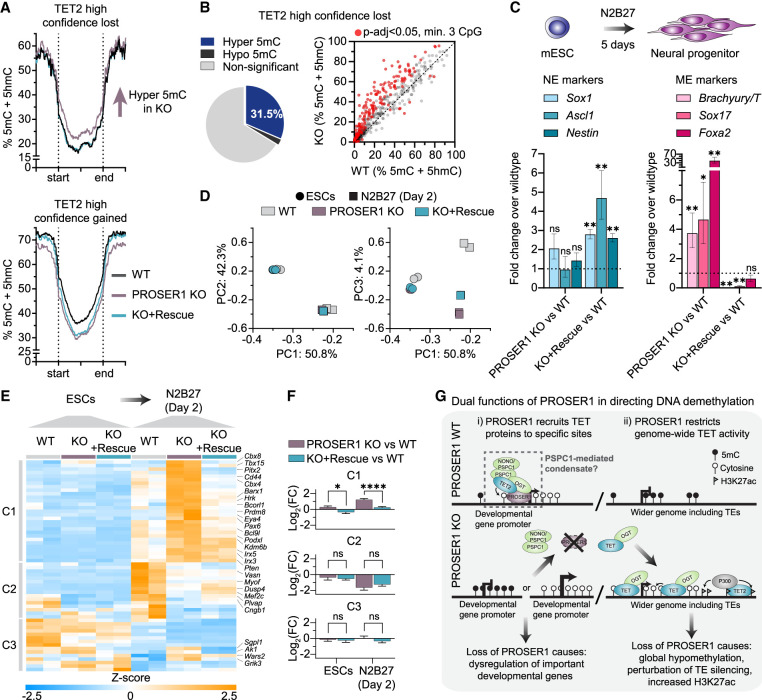
Defective recruitment of TET2 to developmental genes upon PROSER1 loss leads to their subsequent dysregulation during neuronal differentiation. (*A*) Quantitation trend plots of DNA methylation for CpG sites covered by a minimum of 10 EM-seq reads in WT, PROSER1 KO, and PROSER1 KO + rescue mESCs at high-confidence [*P*-adj < 0.05, abs(fold change ≥ 2)] sites with loss (*top*) or gain (*bottom*) of TET2 binding upon PROSER1 KO. (*B*) Pie chart (*left*) and XY scatter plot (*right*) showing average DNA methylation within high-confidence sites with loss of TET2 binding upon PROSER1 KO. Significantly (*P*-adj < 0.05) hypermethylated or hypomethylated sites (minimum of three CpGs per site; minimum of 10 reads per CpG) are indicated. (*C*) Expression of neuroectodermal (NE) or mesendodermal (ME) markers upon 5 days of differentiation of WT, PROSER1 KO, and PROSER1 KO + rescue mESCs to neuronal progenitors. Bars represent fold change of expression compared with wild-type neural progenitors. Error bars represent the estimated standard error (StdErr) from DESeq2 output. Statistical significance was measured by Benjamini–Hochberg adjusted *P*-value. (*) *P*-adj < 0.05, (**) *P*-adj < 0.001, (ns) nonsignificant. (*D*) PCA plot of RNA-seq data. PCA was carried out using *Z*-scores of the top 2500 variable genes in WT, PROSER1 KO1, and PROSER1 KO + rescue cells in the mESC state (circles) or after 2 days of differentiation toward neuronal progenitors (squares). (*E*) Heat map showing *Z*-scores of genes differentially expressed at day 2 of neuronal differentiation between PROSER1 KO and WT (*P*-adj < 0.05) with regulatory domains overlapping high-confidence sites with loss of TET2 binding upon PROSER1 KO in mESCs. Hierarchical clustering identified three distinct clusters (C1–C3) as indicated. See Supplemental Table S7 for a full list of differentially expressed genes associated with loss of TET2 binding. (*F*) Bar charts showing average log_2_ fold change for each individual cluster defined in *E* for PROSER1 KO versus WT and PROSER1 + rescue versus WT in mESCs and after 2 days of neuronal differentiation, respectively. Statistical significance was measured by Brown–Forsythe and Welch ANOVA test. (*) *P* < 0.05, (****) *P* < 0.0001. (*G*) Schematic illustrating the dual roles of PROSER1 in directing TET function and DNA demethylation.

To directly assess the effect of PROSER1 knockout during mESC differentiation, we differentiated mESCs toward neuronal progenitors using the N2B27 monolayer differentiation system (Ying et al. 2003). By day 5 of differentiation, a time point by which most cells have acquired a neuronal cell fate and key neuronal markers are significantly upregulated, gene expression analysis of PROSER1 knockout and wild-type cultures revealed comparable levels of neuroectodermal (NE) markers (e.g., *Sox1*, *Ascl1*, and *Nestin*), whereas mesendodermal (ME) markers (e.g., *Brachyury/T*, *Sox17*, and *Foxa2*) were upregulated in PROSER1 knockout cells. Conversely, ectopic expression of FLAG-tagged PROSER1 during differentiation (PROSER1 KO + rescue) reversed this phenotype, characterized by an increase of NE markers and a concomitant decrease of ME markers (Fig. 5C). This suggests that PROSER1 may play a role in suppressing mesendodermal development and facilitate faithful execution of the NE gene expression program during early lineage specification. To gain further insights, we analyzed gene expression changes at day 2 following induction of differentiation, a time point chosen to ensure strong correlation between ChIP occupancy data generated in mESCs and gene expression changes. At this early stage of differentiation, principal component analysis (PCA) revealed differentiation state as the main factor driving variation in the samples (PC1: 50.8%; PC2: 42.3%). In addition, we identified a minor component (PC3: 4.1%) that correlated with PROSER1 expression and separated samples cultured for 2 days in N2B27 medium (Fig. 5D). We therefore examined whether the reduced TET2 chromatin binding that we observed in PROSER1 knockout mESCs could be linked to gene expression changes at this developmental stage. To do this, we focused on a subset of 60 genes that (1) had a regulatory domain overlapping sites of reduced TET2 binding in mESCs, and (2) were differentially expressed (*P*-adj < 0.05) between wild-type and PROSER1 knockout cells after 2 days of neuronal differentiation (Fig. 5E; Supplemental Table S7). Contingency table analysis revealed significant enrichment of this subset of genes (both increased and decreased in knockout) compared with the subset of differentially expressed genes not associated with reduced TET2 binding sites (7.43% vs. 3.91% of total; *P*-value < 0.0001, Fisher's exact test). Hierarchical clustering identified three clusters (C1–C3) with different expression patterns broadly classified as upregulation, downregulation, or mixed regulation in PROSER1 knockout cells, respectively (Fig. 5E). The observed increases and decreases in transcript levels upon PROSER1 depletion suggest that TOPD complexes possess both activating and repressive regulatory capacities, the specific outcome of which is likely influenced by genomic location and developmental stage. Importantly, comparison of log_2_ fold changes in PROSER1 KO versus WT and in PROSER1 KO + rescue versus WT showed that reintroduction of PROSER1 restored expression of many of these genes, particularly in C1, to near wild-type levels (Fig. 5F). 

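Promoter methylation of Tbx15, Prdm8, Eya4, Barx1, Pax6 and Cbx8 was higher on average in PROSER1 KO than in WT mESCs, and that of Mef2c was lower. Tbx15 rose from 13.2 ± 2.50 to 35.5 ± 0.126% and returned to 15.3 ± 3.99% in rescue cells (edgeR over all promoters, adjusted p = 0.0139). The Prdm8 promoter had 34.1 ± 1.52, 53.1 ± 6.28 and 27.2 ± 0.611% in WT, KO and rescue (adjusted p = 0.0998), and adjusted over the list alone Tbx15 and Prdm8 passed. The study chose these genes by binding and expression in the same cell lines, so that count is not independent evidence. Over all 9 genes of the list, 5 had both KO libraries above both WT libraries (chance 16.7%), and the median difference was 2.49 pp in KO and −0.214 pp in rescue cells. Values in WT, KO and rescue were 1.79, 4.28 and 2.25% at Barx1, 3.45, 5.24 and 3.92% at Pax6, 0.844, 1.60 and 0.630% at Cbx8, and 84.2, 81.6 and 78.0% at Mef2c. The 36 islands within 5 kb of the genes differed by 2.56 pp on average (0.706 pp in the median), and the 78 flanks of 2 kb beside them by 6.68 pp in the median (−0.182 pp in rescue cells). Both KO libraries were above both WT libraries in 57 of the 78 flanks and 10 of the 36 islands. In the edgeR fit none of these islands was called (lowest adjusted p = 0.891). Chosen after its values were seen, an island in Prdm8 (chromosome 5, 98181316 to 98181578) had 7.02 ± 2.69, 48.1 ± 2.96 and 12.3 ± 6.14%. Camera called the list (adjusted p = 6.12e-07 with a preset and 0.249 with an estimated correlation). Tbx15 had an adjusted p of 0.0619, 0.153, 0.0526 and 0.141 in edgeR without WT replicates 1 and 2 and KO replicates 1 and 2.

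**Figure D2:**
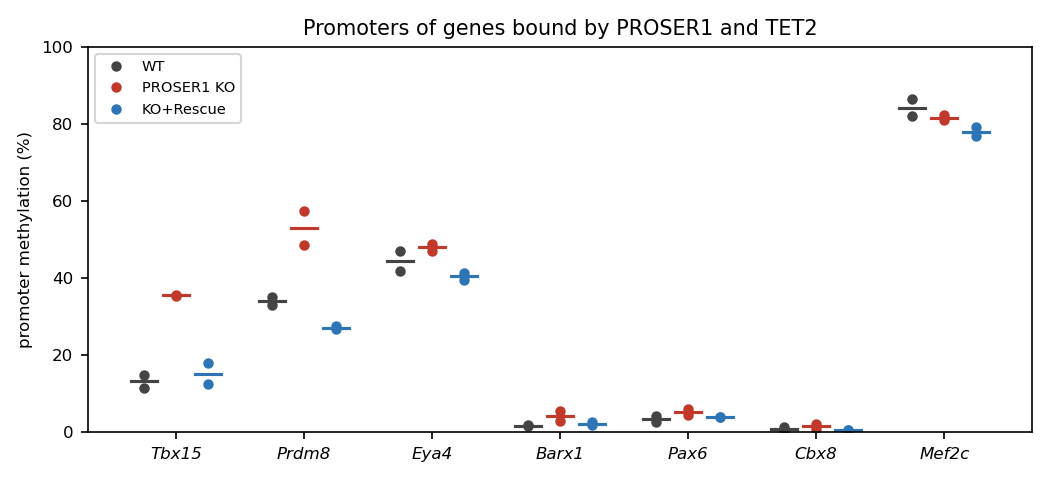
Promoter methylation of Tbx15, Prdm8, Eya4, Barx1, Pax6, Cbx8 and Mef2c in each WT, PROSER1 KO and KO+Rescue library, in percent. Each point is 1 library.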

Genes cobound by PROSER1/TET2 and whose expression correlated with PROSER1 expression included important developmental regulators such as homeobox genes (e.g., *Pitx2*, *Barx1*, and *Pax6*), epigenetic regulators (e.g., *Cbx4*, *Cbx8*, and *Prdm8*), and transcription factors (e.g., *Tbx15* and *Mef2c*), implying that PROSER1 plays a regulatory role in their function during early embryonic development (Supplemental Fig. S5A–C). 

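Neither the Eya4 promoter nor the island beside it passed the test. The Eya4 promoter (19 covered CpGs) had 44.5 ± 3.70% methylation in WT, 48.1 ± 1.27% in PROSER1 KO and 40.5 ± 1.22% in rescue mESCs (edgeR, adjusted p = 0.846). Both KO libraries lay above both WT and both rescue libraries. The island beside the Eya4 promoter (chromosome 10, 23348466 to 23348670) had 3.95 ± 0.0299, 1.52 ± 0.655 and 1.88 ± 1.82% (edgeR, adjusted p = 0.891), and its 2 kb flank from 23346466 to 23348465, which was not tested, had 46.4 ± 0.801, 54.3 ± 11.7 and 51.4 ± 4.27%.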

We further noted significant deregulation of Eyes absent homolog 4 (*Eya4*), a PROSER1/TET2 cobound target gene that is crucial for eye, heart, and sensorineural development (Supplemental Fig. S5A–C; Tadjuidje and Hegde 2013). Collectively, deregulation of these genes may underlie some, if not all, of the neurodevelopmental defects observed upon loss of PROSER1 in mice and humans.

In summary, our results are consistent with a dual role for PROSER1 in directing DNA demethylation in early development (Fig. 5G). 

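Promoters of developmental transcription factors were higher in the median in PROSER1 KO than in WT cells, where most others were lower, and few of them passed the test singly. In rescue cells they were near the WT level. Over 212 promoters of the list (177 with an island), the median difference from WT was 1.1 pp in KO (144 higher and 68 lower) and −0.558 pp in rescue cells. At 20 pooled reads it was 0.195 pp in KO, with 50 of 96 promoters higher. Group medians were 9.82, 12.8 and 9.99% in WT, KO and rescue, and island promoters of genes on no list differed by −1.36 pp in KO. Both KO libraries were above both WT libraries in 88 of the list's promoters (41.5%) and below in 21 (chance 16.7% each), and above both rescue libraries in 111 and below in 1. EdgeR called 4 rises and 0 falls (44 higher and 5 lower at an unadjusted p under 0.05; 5 by limma on centred libraries): Pax3 (3.88 ± 0.974 to 13.4 ± 1.19%, adjusted p = 0.00599), En1 (9.50 ± 0.585 to 26.2 ± 0.308%, adjusted p = 0.0167), Foxa1 (14.1 ± 1.16 to 33.3 ± 3.93%, adjusted p = 0.0412) and Tbx15. Rescue cells had 4.67 ± 0.0541% at Pax3, 11.4 ± 0.672% at En1 and 16.7 ± 0.134% at Foxa1. Adjusted over the list alone, 21 rose and 1, Eomes, fell. Of 3663 tiles of 1 kb within 10 kb of the list's start sites, limma called 30 higher in KO, against 31 of 252465 near other start sites (odds ratio 67.2, two-sided Fisher's exact p = 6.18e-39); tiles are not independent. The rises of 24.9 to 46.4 pp lay near 18 of 213 genes, 4 tiles each at Pax3 and Osr1, 3 each at Prdm8 and Foxf1, 2 each at En1, Tbx15 and Dlx6. Those with 1 tile included Tfap2b, Gata3, Alx4, Hand2, Tcf21, Neurog3, Gata4 and Six3, with 1 shared by Zic1 and Zic4. Camera called the list (adjusted p = 3.12e-22 with a preset and 0.249 with an estimated correlation). Of 16 genes of other lineages, 9 of them also on this list, the median was 0.930 pp and 1 was called, Foxa1 (adjusted over the list alone, 2 rose and Eomes fell; camera adjusted p = 6.99e-04, or 0.272 with an estimated correlation). Mesendodermal markers (T, Sox17, Foxa2; median 3.69 pp) had 0 calls in edgeR (0 lower and 0 higher unadjusted) and 0 in limma on centred libraries. EdgeR calls went from 4 to 1 and 0 without WT replicates 1 and 2, 1 without KO replicate 2 and 7 and 7 without rescue replicates 1 and 2. Rising tiles went from 30 to 0 and 3 without WT replicates 1 and 2 and 9 and 0 without KO replicates 1 and 2. En1 had an edgeR adjusted p of 0.147 and 0.134 without WT replicates 1 and 2 and 0.298 without KO replicate 2, and Foxa1 one of 0.193, 0.161 and 0.389. Pax3 had an edgeR adjusted p of 0.105 without WT replicate 2. The median difference was 0.289 pp without KO replicate 2 and 1.99 pp without KO replicate 1.

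**Figure D3:**
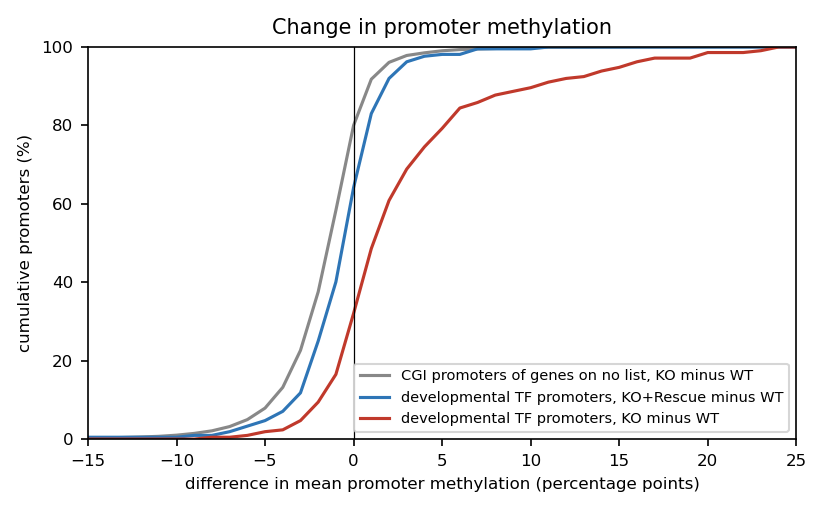
Cumulative share of promoters by their methylation difference in percentage points: developmental transcription factors in PROSER1 KO minus WT (red) and in rescue minus WT (blue), and island promoters of genes on no list in KO minus WT (grey).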

We show that PROSER1 is a pan-TET interactor that promotes the assembly of TOPD protein complexes and facilitates their recruitment to chromatin in the proximity of important developmental genes. The recruitment of TET proteins, particularly TET2, at PROSER1-bound sites maintains a lowly methylated state at regulatory regions and appropriate expression of adjacent genes during differentiation. Our findings also indicate that TOPD complexes sequester TET2 away from other regions of the genome. When PROSER1 is depleted, TET2 binds to additional sites, resulting in widespread DNA demethylation and therefore global DNA hypomethylation. Interestingly, the regions with increased TET2 binding also displayed increased levels of H3K27 acetylation. This suggests that P300, a histone acetyltransferase previously shown to interact with TET2 (Zhang et al. 2017), might be recruited alongside TET2 to these same sites. The combined effects of reduced DNA methylation and increased chromatin openness (caused by P300 activity) cooperate to perturb the silencing of endogenous retroviral elements, potentially disrupting the expression of adjacent genes during differentiation. Although our analysis has focused on TET2, the overlapping binding pattern of TET1 and TET2 within PROSER1 binding sites (Fig. 2G; Supplemental Fig. S2G) and the shared features of TET proteins and TOPD complexes (Fig. 2A–C; Supplemental Fig. S2A) make it plausible that all three TET enzymes exhibit similar binding dynamics upon PROSER1 knockout in pluripotent and differentiating mESCs (Fig. 5G). However, their specific roles in the observed phenotypes require further investigation.

The exact mechanism by which TOPD complexes control TET activity across the genome remains unclear. One hypothesis is that certain PROSER1 binding sites act as “sponges,” attracting TOPD complexes and TET proteins to specific genomic sites and preventing widespread, uncontrolled DNA demethylation by TET enzymes. Another interesting possibility involves the RNA-binding TOPD component PSPC1, which we have found to interact with TET2 in a PROSER1-dependent manner (Fig. 3A; Supplemental Fig. S3A). DBHS proteins including PSPC1 can form higher-order oligomers (Knott et al. 2016, 2022; Fox et al. 2018), potentially functioning as RNA- or DNA-tethered condensates that sequester TOPD complexes, further regulating TET activity. Of note, cell fractionation demonstrated that TET2 subcellular localization remains largely unaltered in PROSER1 knockout mESCs (Supplemental Fig. S2B), suggesting that changes associated with PROSER1 loss occur without a significant redistribution of TET2 between biochemically defined fractions. Additional work will be needed to address these possibilities in further detail.

Our findings align with prior research. Recent work revealed that introduction of a missense mutation into *Tet1* in mESCs leads to a partial disruption of TET1–OGT interaction. This results in global DNA hypomethylation, consistent with the mutated TET1 protein detaching from TOPD complexes to trigger widespread DNA demethylation (Hrit et al. 2018). Similarly, a recent study observed global DNA demethylation and TE derepression after acute deletion of OGT in mESCs (Sepulveda et al. 2024). This strongly suggests that OGT loss disrupts TOPD complex stability, leading to the release of TET proteins and subsequent genome-wide DNA demethylation. Interestingly, the absence of TET enzymes themselves has been linked to widespread DNA demethylation, particularly in heterochromatin (López-Moyado et al. 2019). This phenomenon was proposed to stem from disruption of a shared protein complex important for both TET and DNMT enzyme recruitment. When TET enzymes are removed, this complex is disrupted, leading to the redistribution of DNMT enzymes across the genome (López-Moyado et al. 2019). Thus, in addition to the role of PROSER1 in restraining TET activity, it is interesting to speculate whether TOPD complexes may have additional roles, directly or indirectly, in regulating DNMT activity.

Pairwise TET interactions with specific partner proteins like OGT, PSPC1, and NONO have previously been identified (Chen et al. 2013; Deplus et al. 2013; Vella et al. 2013; Guallar et al. 2018; Li et al. 2020; Huang et al. 2022). However, our results imply that these interactions do not occur in isolation but can combine to form larger multimeric TOPD complexes that have functional roles in chromatin. Interestingly, mutations in several components of TOPD complexes beyond PROSER1 have been linked to neurodevelopmental disorders. These include X-linked variants of OGT (causing congenital disorder of glycosylation [OGT-CDG]) (Pravata et al. 2020; Authier et al. 2024) and NONO (causing NONO-associated syndromic disorder) (Mircsof et al. 2015; Reinstein et al. 2016; Roessler et al. 2023), as well as biallelic loss of TET3 (causing Beck–Fahrner syndrome) (Beck et al. 2020; Seyama et al. 2022), all of which display syndromic developmental delay, intellectual disability, and craniofacial dysmorphisms similar to features observed upon inactivation of PROSER1. Although mutations in TOPD components are likely to have additional pleiotropic effects, some common features across these disorders may stem from shared disruption of TOPD complexes during development.

Chromatinopathies represent an expanding category of congenital developmental disorders arising from disruptions in chromatin function and dysregulation of the epigenome (Nava and Arboleda 2024). Mutations within genes encoding critical epigenome regulators, encompassing both core components and accessory proteins such as PROSER1, contribute to this growing list of pathologies. In this study, we show that PROSER1 plays a central role in the assembly of multiprotein chromatin-associated TET complexes that shape the DNA methylome and support gene expression. Furthermore, mice lacking PROSER1 mirror the developmental defects seen in humans with homozygous PROSER1 loss-of-function mutations. We therefore propose that developmental syndromes caused by PROSER1 mutations should be designated as a novel form of chromatinopathy and that future investigations into TOPD-related developmental syndromes should leverage the growing understanding of TET enzyme function in development and disease. Our development of a PROSER1 knockout mouse model serves as both a system to gain insight into the underlying mechanisms and a preclinical model to explore the potential for therapeutic intervention in PROSER1-related developmental syndromes.

## Materials and methods

### PROSER1 knockout mouse line

To generate a mouse line with constitutive inactivation of PROSER1, fertilized 1 cell zygotes were injected with Cas9 mRNA and a small guide RNA (5′-GTGCTGGATGAAATTCGAA-3′) targeting exon 1 of *Proser1* (ENSMUSG00000049504). Founder animals harboring an allele with a disruptive 7 bp deletion starting at position 53,371,732 of chromosome 3 (build GRCm39) were selected for backcrossing to C57BL/6J animals and further breeding. All mouse studies were conducted in accordance with the regulations described in the UK Animals (Scientific Procedures) Act 1986 and approved by the Welfare and Ethical use of Animals Committee at the University of Dundee.

### mESCs

Mouse ESC lines were derived from blastocysts harvested from TET2^fl/fl^ animals (Moran-Crusio et al. 2011) and cultured feeder-free on gelatinized plates in “serum/2i/LIF” conditions (Hon et al. 2014) as follows: DMEM high-glucose plus GlutaMAX supplemented with 8.3% ESC-qualified fetal bovine serum (FBS; Gibco 16141079), 4.1% knockout serum replacement (Gibco 10828028), 1× penicillin/streptomycin (P/S), 0.1 mM β-mercaptoethanol (β-ME), 1× MEM nonessential amino acids (NEAA), 1× sodium pyruvate, 3 µM GSK3 inhibitor CHIR99021 (Sigma SML1046), 1 µM MEK1/2 inhibitor PD0325901 (Sigma PZ0162), and 100 ng/mL LIF-GST cleaved (DU1715; MRC Protein Phosphorylation and Ubiquitylation Unit [PPU] Reagents and Services Facility).

To generate PROSER1 KO mESCs, a guide RNA (gRNA) targeting exon 1 of mouse PROSER1 (5′-GTGCTGGATGAAATTCGAA-3′) was cloned into PX458 (Addgene plasmid 48138). After transfection into mESCs, GFP-positive cells were single-cell-sorted and genotyped by restriction fragment length polymorphism (RFLP) analysis using BstBI (NEB) digestion. Clones of interest were screened for loss of PROSER1 protein by Western blot, and indels were cloned and sequenced. Genotyping oligos are listed in Supplemental Table S2. To obtain isogenic TET2 knockout cells, TET2^fl/fl^ mESCs were transiently transfected with a pBABE-Cre plasmid and subcloned to identify multiple independent TET2 knockout lines. For re-expression of full-length PROSER1, the mouse *Proser1* coding sequence was amplified from cDNA using primers to add a C-terminal 2XFLAG tag and cloned into a Gateway entry vector (Thermo Scientific K240020SP). LR recombination with LR Clonase II enzyme mix (Invitrogen 10134992) was then performed to transfer the sequence-verified clone into a destination vector for PiggyBac transposition (PiggyBac-mProser1-FLAG-IRES-Blast, deposited at Addgene 226173). Cells were transfected with a 1:1 ratio of PiggyBac and pBase constructs using Lipofectamine 3000 (Invitrogen L3000008), and the pool of cells was selected with 5 µg/mL blasticidin (Sigma 203350) for ∼10 days prior to subcloning by limited dilution and isolation of clonal mESC lines.

For generation of mouse embryoid bodies (mEBs), mESCs were trypsinized and resuspended in mEB media as follows: DMEM high-glucose plus GlutaMAX, supplemented with 10% FBS (Scientific Laboratory Supplies [SLS]), 1× P/S, 0.1 mM β-ME, 1× NEAA, and 1× sodium pyruvate (all from Gibco). Cells were plated on low-attachment dishes (Sterilin Standard 90 mm Petri dishes [Thermo Fisher]) at 1.5 × 10^5^ cells/mL and cultured for 48 h at 37°C and 5% CO_2_ prior to harvest. For neuronal monolayer differentiation, mESCs were trypsinized and resuspended in N2B27 media as follows: 1:1 mix of advanced DMEM-F12 (12634010) and neurobasal (21103049) supplemented with 1× L-glutamine, 0.1 mM β-ME, 1× NEAA, 0.5× N-2 supplement (17502048), and 0.5× B-27 supplement (17504044) (all from Gibco). The cells were plated onto gelatin-coated plates at 1.0 × 10^5^ cells per 6 well plate. The media was changed every 2 days until harvest and analysis.

### Antibody generation

To generate a specific sheep polyclonal antibody against epitopes in the N terminus of PROSER1 (PROSER1-N), the coding sequence for mouse *Proser1* (amino acids 1–230) was cloned into pGex (GST-tagged) and pMex (MBP-tagged) vectors and used for *Escherichia coli* protein expression and purification. GST-PROSER1 (amino acids 1–230) was used for sheep antibody production, and bleeds were affinity-purified against MBP-PROSER1 (amino acids 1–230) to decrease unspecific reactivity and remove GST-specific antibodies. The PROSER1-N antibody is reactive against both mouse and human PROSER1. To generate a PROSER1-C-specific antibody (PROSER1-C), a 12 amino acid peptide [(C)SLQTGLSQSGWQ] corresponding to the C terminus of mouse PROSER1 was synthesized and coupled to KHL via the N-terminal cysteine. This conjugate was subsequently used for rabbit immunization, and bleeds were affinity-purified against immobilized (C)SLQTGLSQSGWQ peptide using SulfoLink immobilization kit for peptides (Thermo Scientific 44999). Sheep and rabbit immunization projects were performed in collaboration with the MRC PPU Reagents and Services Facility and Morovian Biotechnology Ltd., respectively.

### Immunoprecipitation and mass spectrometry (IP-MS)

Triplicates samples of wild-type and knockout mESC lines were harvested by trypsinization, counted, and lysed in zwitterionic lysis buffer supplemented with protease inhibitors as follows: 50 mM HEPES (pH 7.5), 150 mM NaCl, 10 mM NaF, 0.5% C_7_BzO (Sigma C0856), and 1× cOmplete protease inhibitors EDTA-free (Roche 11836170001). After 30 min of incubation on ice, the lysates were cleared by centrifugation at 20,000*g* for 30 min, and concentrations of supernatants were measured by Bradford assay and normalized. Immunoprecipitation was carried out overnight on ≥1 mg of protein in 1 mL of lysate at 4°C with rotation. PROSER1 IP-MS was carried out using PROSER1-C antibody (1 µg for 1 mL of 1.5 mg/mL lysate) (this study). TET2 IP-MS was carried out using TET2 antibody (Cell Signaling Technology D6C7K) at 0.5 µg for 1 mL of 1.5 mg/mL lysate. TET2 IP-MS was initially performed on cells cross-linked for 45 min with 2 mM disuccinimidyl glutarate (DSG; Thermo Scientific 20593) at room temperature, but subsequent TET2 IP and Western blot analysis of noncross-linked lysates confirmed that the observed TET2–TOPD interactions were not dependent on protein–protein cross-links. Thirty microliters of protein G magnetic beads (Invitrogen 10003D) per 1 mL of lysate was used to bind the antibody and was incubated with the lysates for 3 h at 4°C with rotation. The beads were washed five times in ice-cold wash buffer (10 mM Tris-HCl at pH 8, 1 mM EDTA, 150 mM NaCl, 1× cOmplete protease inhibitors EDTA-free). Proteins were eluted by resuspension in 2× LDS sample buffer and incubation with shaking at 1500 rpm for 15 min at 70°C prior to addition of 10 mM DTT and 50 mM iodoacetamide for reduction and alkylation. For mass spectrometry analysis of DSG-cross-linked immunoprecipitation samples (TET2 IP-MS), the reduced and alkylated eluates were purified by SDS-PAGE and subjected to in-gel tryptic digestion prior to desalting (C18 column) and 6-plex TMT labeling using TMTsixplex isobaric label reagent set (Thermo Scientific) according to the manufacturer's instructions. The pooled and desalted samples were run on an Orbitrap Fusion Lumos Tribrid spectrometer (Thermo Fisher) with SPS-MS3 workflow. For mass spectrometry analysis of uncross-linked PROSER1-C immunoprecipitation samples, the reduced and alkylated eluates were purified by SDS-PAGE and subjected to in-gel tryptic digestion as described above. Eluted peptides were analyzed on an Orbitrap Exploris 480 mass spectrometer (Thermo Scientific) using a 120 min gradient elution and data-independent acquisition.

### ChIP-seq

Biological replicate samples of wild-type and knockout mESC lines were trypsinized and double-cross-linked (DSG+FA) by resuspension in ice-cold PBS supplemented with 2 mM DSG (Thermo Scientific 20593) and incubation for 30 min at room temperature, followed by addition of formaldehyde (Thermo Scientific 28906) to a final concentration of 1% and a further 10 min of incubation at room temperature. Quenching was performed by addition of glycine to a final concentration of 125 mM. Cells were washed with PBS and lysed by resuspension in SDS buffer (50 mM Tris-HCl at pH 8.1, 100 mM NaCl, 5 mM EDTA, 0.5% SDS supplemented with 1 mM phenylmethylsulfonyl fluoride [PSMF]). Chromatin was collected by centrifugation at 300*g* for 6 min at 20°C and resuspended in IP buffer (50 mM Tris-HCl at pH 8.6, 100 mM NaCl, 5 mM EDTA, 1.6% Triton X-100, 0.3% SDS). Sonication was carried out using a Bioruptor Pico (Diagenode), and fragmentation conditions (to obtain 100–500 bp fragments) were optimized for each experiment before continuing. Sonicated samples were cleared by centrifugation at 20,000*g* for 20 min at 4°C, and the pellet was discarded. Protein concentration was estimated by Bradford assay (Bio-Rad 500-0006), and the concentrations were normalized across samples. SDS-free buffer (50 mM Tris-HCl at pH 8.1, 100 mM NaCl, 5 mM EDTA) was used to dilute SDS in samples to a final concentration of 1%, and the samples were precleared by 3 h of incubation with Protein G Sepharose beads (Cytiva GE17-0618-01).

Immunoprecipitation was carried out overnight on 600 µg of protein (for PROSER1 and TET2) or 60 µg of protein (for H3K4me1 andH3K27ac) in 1 mL of buffer. Antibody quantities were as follows: for PROSER1, PROSER1-N antibody (this study) (sheep polyclonal), 1.2 µg of antibody to 600 µg of chromatin; for TET2, TET2-N antibody (Rasmussen et al. 2019) (rabbit polyclonal), 1 µg of antibody for 600 µg of chromatin; for H3K4me1 (Cell Signaling Technology 5326) (rabbit monoclonal), 10 µL of antibody to 60 µg of chromatin); and for H3K27ac (Thermo Fisher MA5-23516) (mouse monoclonal), 4 µg of antibody to 60 µg of chromatin). Antibody–DNA complexes were immunoprecipitated by 3 h of incubation with 30 µL of 50% slurry of Protein G Sepharose beads (Cytiva GE17-0618-01) and washed three times with low-salt wash buffer (20 mM Tris-HCl at pH 8.0, 150 mM NaCl, 2 mM EDTA, 0.1% SDS, 1% Triton X-100), twice with high-salt wash buffer (20 mM Tris-HCl at pH 8.0, 500 mM NaCl, 2 mM EDTA, 0.1% SDS, 1% Triton X-100), and once with IP buffer with a final concentration of 0.1% SDS. Beads were then resuspended in decross-linking buffer (1% SDS, 100 mM NaHCO_3_) and incubated with shaking at 1200 rpm overnight at 65°C. DNA was purified using the Monarch PCR and DNA cleanup kit. Libraries were prepared from 1–3 ng of purified DNA input using TruSeq adapters (Illumina) and sequenced on a NovaSeq 6000 system with 150 bp paired-end sequencing.

See the Supplemental Material for further information about the materials and methods used in this study.

### Data availability

Raw and processed data sets are available for download at the Gene Expression Omnibus (GEO) database under accession number GSE273517.

## Supplemental Material

Supplement 1

Supplement 2

# Supplementary material for: PROSER1 modulates DNA demethylation through dual mechanisms to prevent syndromic developmental malformations
**Source:** Genes Dev. 2024 Nov-Dec;38(21-24):952–64. doi: 10.1101/gad.352176.124
**Supplement:** Supplement 1

## Supplemental information

### **PROSER1 Modulates DNA Demethylation through Dual Mechanisms to Prevent Syndromic Developmental Malformations**

Anna Fleming<sup>1</sup>, Elena V. Knatko<sup>1</sup>, Xiang Li<sup>1</sup>, Ansgar Zoch<sup>2,3,8</sup>, Zoe Heckhausen<sup>4,5</sup>, Stephanie Stransky<sup>6</sup>, Alejandro J. Brenes<sup>7</sup>, Simone Sidoli<sup>6</sup>, Petra Hajkova<sup>4,5</sup>, Dónal O'Carroll<sup>2,3</sup>, Kasper D. Rasmussen<sup>1</sup>

### **CONTENT**

Supplemental Figure 1

Supplemental Figure 2

Supplemental Figure 3

Supplemental Figure 4

Supplemental Figure 5

SUPPLEMENTAL METHODS

SUPPLEMENTAL REFERENCES

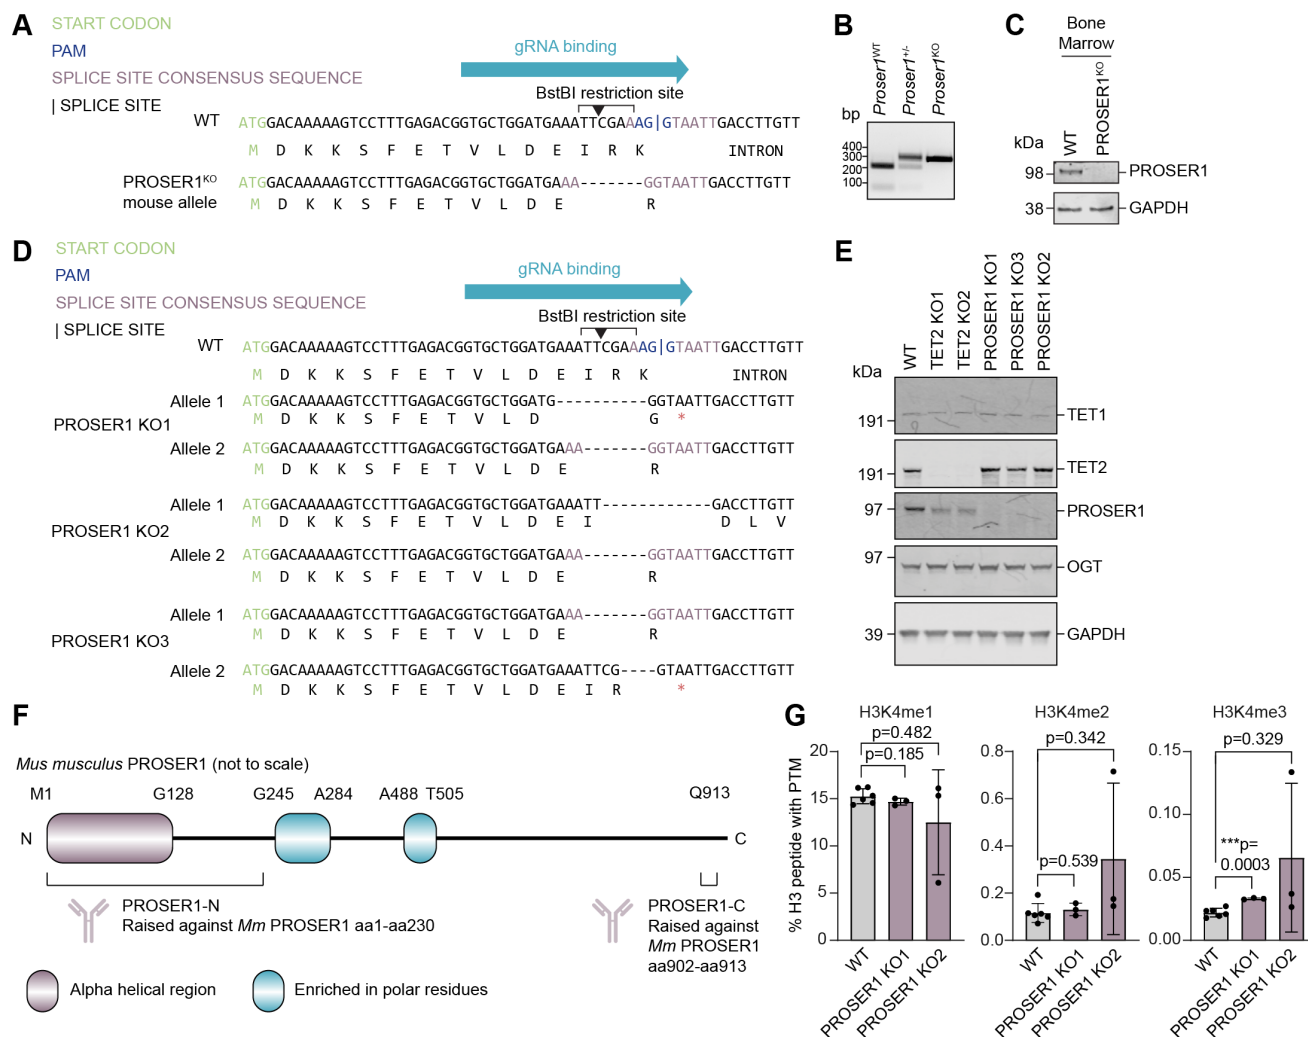

**Supplemental Fig. S1** [A] DNA and amino acid sequences of the region surrounding the PROSER1 gRNA binding site in WT and PROSER1<sup>KO</sup> mice. Green text indicates the start codon, blue the PAM sequence, purple the splice-site consensus sequence. The BstBI restriction site is indicated above the DNA sequence. PROSER1<sup>KO</sup> mice contains a 7bp deletion that disrupts the reading frame and introduces a premature stop codon. [B] Representative agarose gel showing genotyping of a wildtype (WT), PROSER1 heterozygous (+/-), and knockout (KO) mouse. bp indicates base pairs [C] Western blot of lysates from the bone marrow of a WT or PROSER1<sup>KO</sup> mouse. GAPDH was probed as a loading control. [D] As in A, but in three clonal PROSER1 KO mESC lines. When an allele has no purple regions this indicates that the splice-site consensus sequence is lost. Premature stop codons are indicated with red asterisks. Both alleles in these three clones either had a frameshift mutation or lost the splice-site consensus sequence. [E] Western blot of lysates from WT, TET2 KO or PROSER1 KO clonal mESCs. GAPDH was probed as a loading control. [F] Illustration of *Mus musculus* PROSER1 (not to scale), with the binding regions of our PROSER1-N and PROSER1-C antibodies indicated below. The single letter

amino acid codes and the residue numbers at which the indicated regions begin and end are given above. [G] Global enrichment of H3K4me1, 2 or 3 in WT and PROSER1 KO1 and 2 mESCs as measured by quantitative MS. Error bars represent the mean  $\pm$ SD. Statistical significance was measured by unpaired two-tailed *t*-test with Welch's correction.

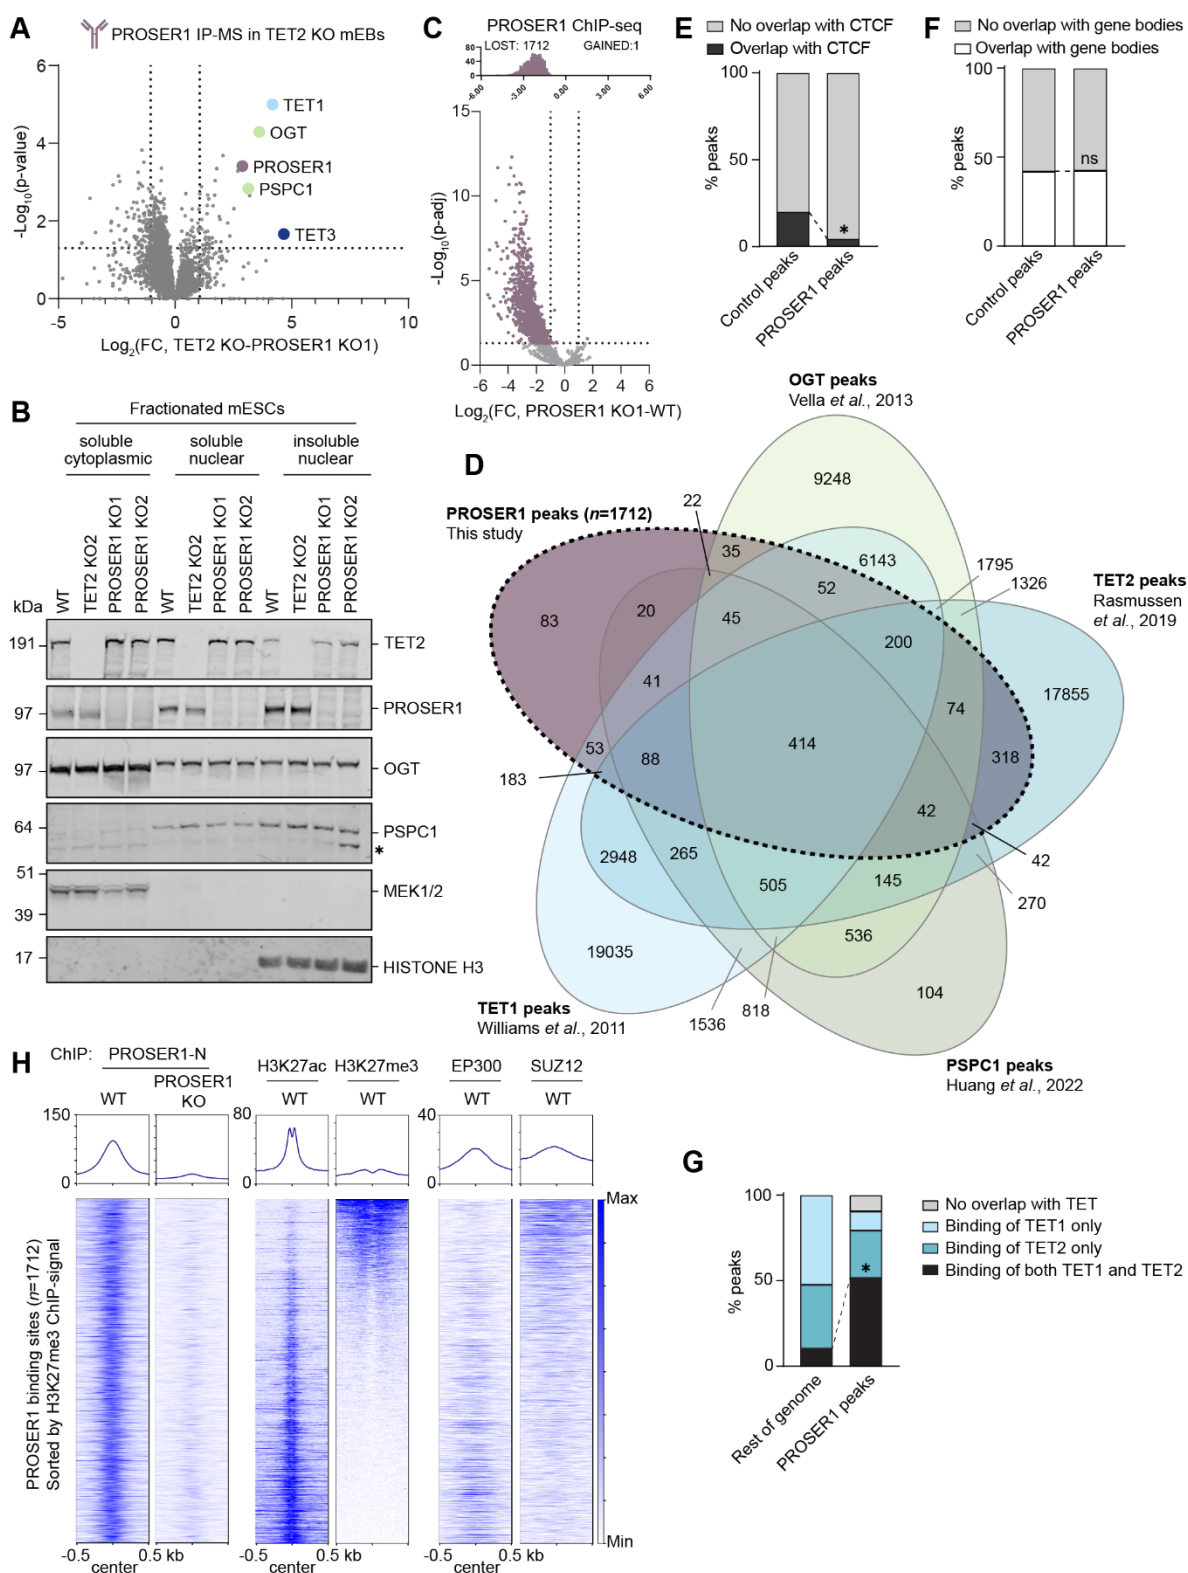

**Supplemental Fig. S2** [A] Volcano plot showing protein hits from  $\alpha$ -PROSER1-C immunoprecipitation and mass spectrometry (IP-MS) in TET2 KO mEBs ( $n=3$  biological replicates). Protein enrichment is compared to parallel IP-MS in PROSER1 KO mEBs. Dotted lines indicate 2-fold change and p-value 0.05.

Proteins of interest are highlighted and identified. See Supplemental Tab. S5 for full list of enriched proteins. [B] Western blot of fractionated WT, TET2 KO and PROSER1 KO1 and 2 mESCs. MEK1/2 and histone H3 were run as fractionation controls for the cytoplasmic and chromatin fractions, respectively. \* indicates a non-specific reactive band. [C] Volcano plot and frequency histogram showing changes in PROSER1-chromatin binding identified by PROSER1-N ChIP-seq in WT and PROSER1 KO1 mESCs ( $n=2$  biological replicates). Dotted lines indicate 2-fold change and  $p\text{-adj } 0.05$ . PROSER1-chromatin binding sites where  $p\text{-adj} < 0.05$  and  $\text{abs}(\text{fold change}) \geq 2$  are highlighted in purple and their number given. [D] Venn diagram showing overlap between PROSER1, OGT, TET2, PSPC1 and TET1 peaks in mESCs. The number of overlapping peaks in each combination of peaksets is indicated. All peaksets but PROSER1-N peaks were generated from publicly available data (Huang et al. 2022; Rasmussen et al. 2019; Vella et al. 2013; Williams et al. 2011). [E] Percentage of PROSER1-N peaks or matched controls that overlap with CTCF binding. CTCF binding sites were obtained from publicly available data (Song et al. 2022). \*  $p < 0.0001$ , two-tailed Fisher's exact test. [F] As E, but overlapping gene bodies. [G] Percentages of genomic regions from TET1 (Williams et al. 2011) and TET2 (Rasmussen et al. 2019) peaksets that are associated with TET1 or TET2 binding, or both, within PROSER1-N peaks or the rest of the genome. \*  $p < 0.0001$ , two-tailed Fisher's exact test. [H] Heatmaps and mean values of normalized ChIP-seq signals for PROSER1-N and activating (P300 and H3K27ac) and repressive (H3K27me3 and SUZ12) chromatin features centered at 1712 high-confidence PROSER1 binding sites in mESCs. P300 and SUZ12 enrichment were generated from (Wang et al. 2017) and (Højfeldt et al. 2018) respectively, and regions were ranked based on the H3K27me3 ChIP-seq signal. Heatmaps were generated using DeepTools software (Ramírez et al. 2014).

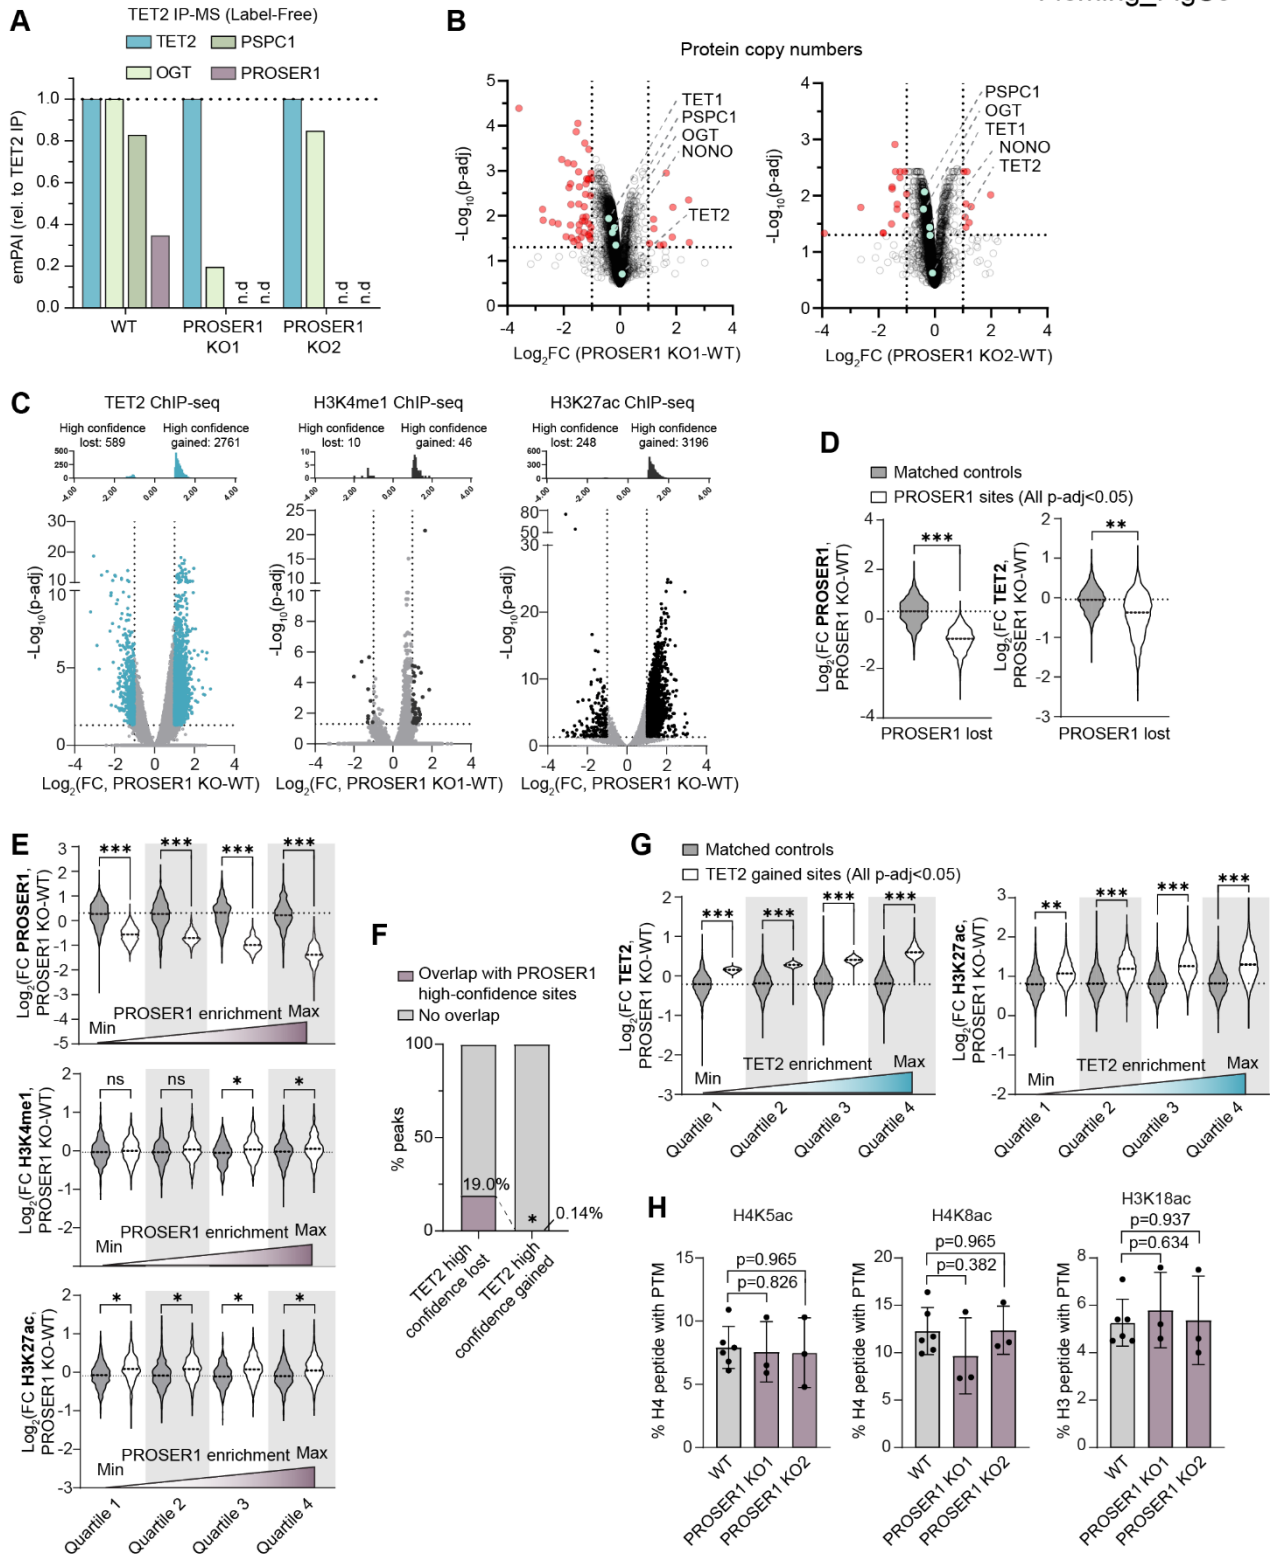

**Supplemental Fig. S3** [A] Estimated protein abundance indicated by exponentially modified protein abundance index (emPAI) of TET2, OGT, PSCP1 and PROSER1 in TET2 IP-MS normalized to TET2 IP efficiencies in each experiment ( $n=1$  biological replicate). n.d., not detected. [B] Volcano plots showing protein copy numbers determined by whole-proteome MS on PROSER1 KO1 and KO2 mESCs ( $n=3$

biological replicates). Protein enrichment is compared to parallel MS in WT mESCs. Dotted lines indicate 2-fold change and  $p\text{-adj} \leq 0.05$ . Components of the TOPD complexes are highlighted and identified [C] Volcano plot and frequency histograms showing changes in TET2 (left), H3K4me1 (center) or H3K27ac (right) enrichment on chromatin identified by ChIP-seq in WT and PROSER1 KO1 mESCs ( $n=3$  biological replicates). Dotted lines indicate 2-fold change and  $p\text{-adj} \leq 0.05$ . Sites where  $p\text{-adj} < 0.05$  and  $\text{Abs}(\text{fold change}) \geq 2$  are highlighted in blue or black (for TET2 or H3K4me1 and H3K27ac, respectively) and their number is given. [D] Fold change in PROSER1 binding (left) or TET2 binding (right) based on normalized read counts within PROSER1 DOWN and PROSER1 UP sites ( $p\text{-adj} < 0.05$ ) (white) or matched control regions (gray) upon PROSER1 loss. The effect sizes of binding loss compared to matched control regions were measured with Cohen's  $d$ . \*  $d > 0.3$  (small effect), \*\*  $d > 0.6$  (medium effect), \*\*\*  $d > 0.9$  (large effect). ns, not-significant. [E] Fold change in PROSER1 binding (above) or enrichment of H3K4me1 (center) or H3K27ac (below) within PROSER1 peaks or matched control regions upon PROSER1 loss. PROSER1 peaks were sorted by  $\text{Log}_2(\text{fold change in PROSER1, KO-WT})$  and divided into equal-sized quartiles (white). Controls (gray) were generated for each quartile. The effect sizes of binding loss compared to matched control regions were measured with Cohen's  $d$ . \*  $d > 0.3$  (small effect), \*\*  $d > 0.6$  (medium effect), \*\*\*  $d > 0.9$  (large effect). ns, non-significant. [F] Percentage of PROSER1 peaks that overlap with high-confidence ( $p\text{-adj} < 0.05$ ,  $\text{Abs}(\text{fold change}) \geq 2$ ) sites with gain or loss of TET2 binding. \*  $p < 0.0001$ , two-tailed Fisher's exact test. [G] As D, but fold change in TET2 binding (left) or H3K27ac enrichment (right) at quartiles of all sites with significant ( $p\text{-adj} < 0.05$ ) gain of TET2 binding. [H] Global enrichment of the p300 acetylation sites H4K5ac (left), H4K8ac (center) and H3K18ac (right) in WT and PROSER1 KO1 and 2 mESCs as measured by quantitative MS.  $n=3$  biological replicates of PROSER1 KO lines and 6 of WT. Error bars represent the mean  $\pm$ SD. Statistical significance was measured by unpaired two-tailed  $t$ -test with Welch's correction.

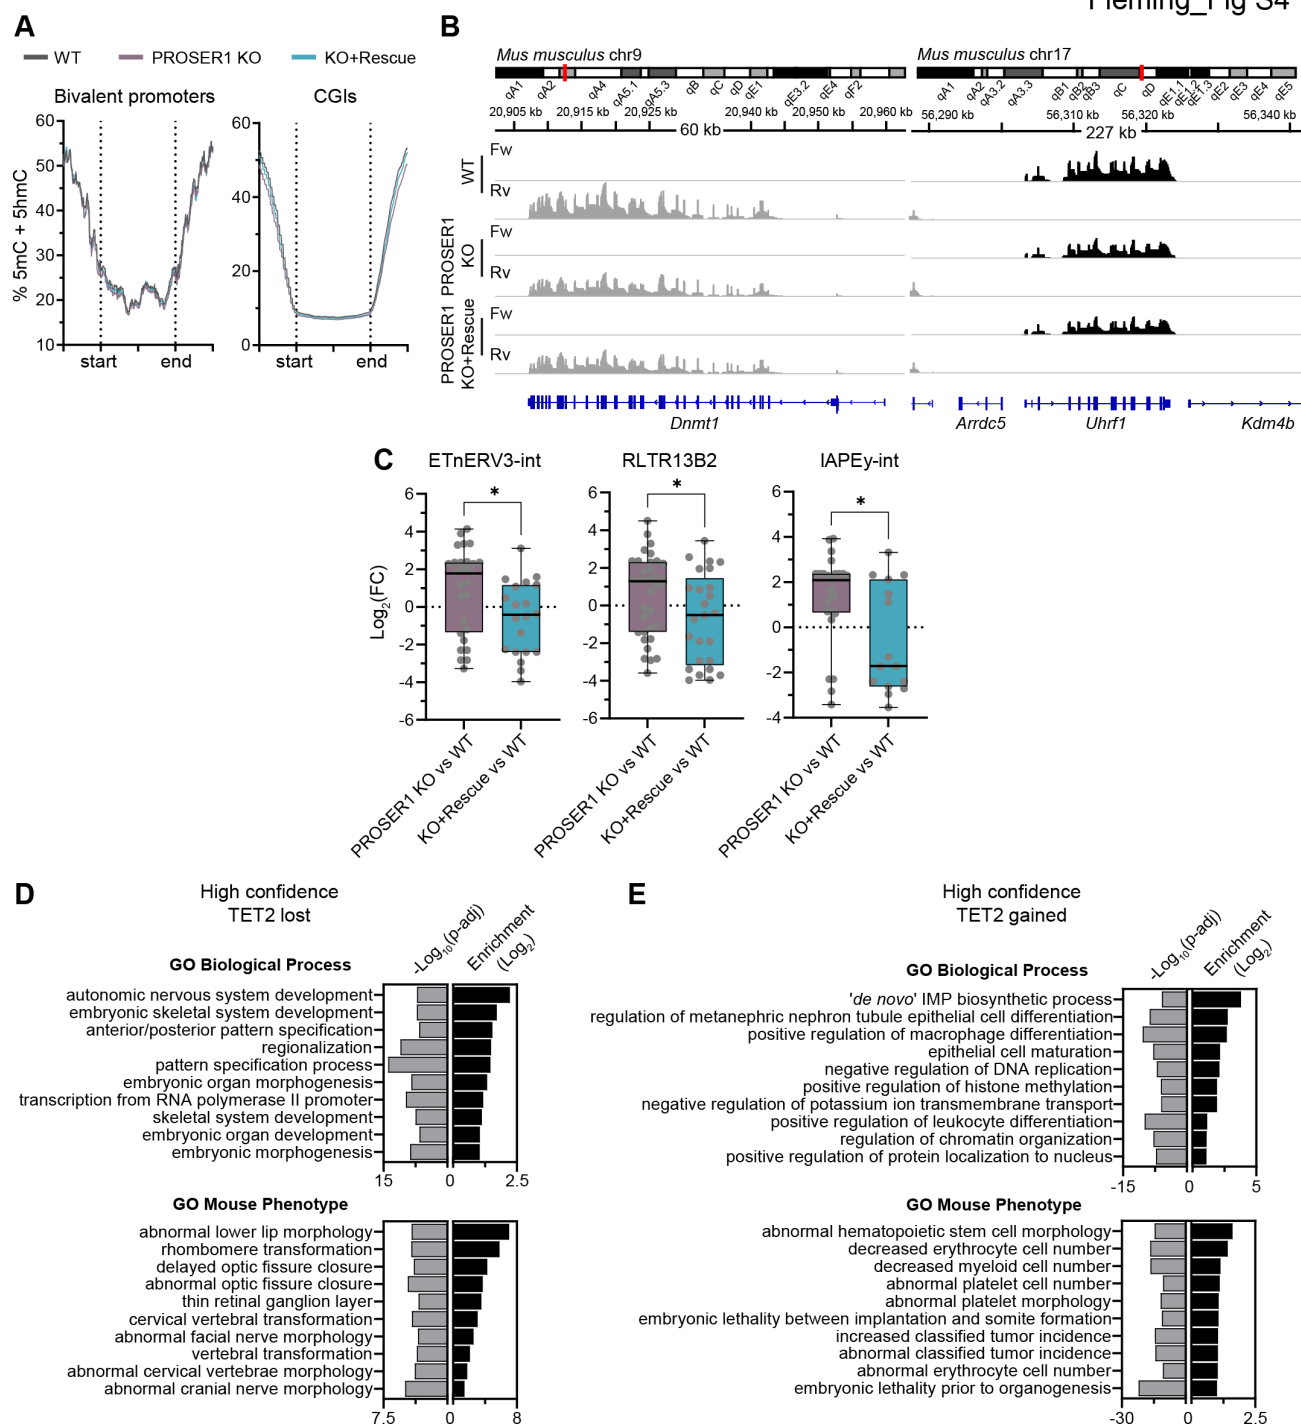

**Supplemental Fig. S4** [A] Quantitation trend plots (window size 50 bp, step 50 bp, 1 kb flanking sequence) of DNA methylation quantified by EM-seq in bivalent promoters and CGIs for CpG sites covered by minimum 10 EM-seq reads in all samples in WT, PROSER1 KO and PROSER1 KO+Rescue mESCs. [B] Coverage of forward (Fw) or reverse (Rv) transcripts from RNA-seq ( $n=2$  biological replicates) in WT, PROSER1 KO and KO+Rescue mESCs at the regions surrounding *Dnmt1* (left) and *Uhrf1* (right). [C] Box plots showing *TE* transcripts differential expression analysis of TEs. Dots represent expression of individual TEs whose expression was quantified using only uniquely mapped RNA-seq

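Whole promoters with a CpG island were less methylated in PROSER1 KO cells, while islands were close to 0% in all genotypes where they overlap a promoter. Over 11068 promoters with an island, median methylation was 12.2 ± 0.360% in WT, 10.6 ± 0.374% in KO and 11.5 ± 0.182% in rescue cells. The 9985 islands that overlap a promoter had medians of 0.493 ± 0.0241, 0.444 ± 0.00832 and 0.371 ± 0.00856%, and the 12594 islands away from promoters 28.6 ± 2.69, 28.0 ± 0.268 and 29.1 ± 0.251%. EdgeR over 18730 promoters of both kinds called 16 lower and 11 higher in KO, 7 and 5 of them with an island. Nefm fell from 78.8 ± 8.80 to 34.0 ± 11.6% (adjusted p = 5.54e-04), with 56.2 ± 4.99% in rescue cells. Besides the imprinted Plagl1 and Nap1l5, the promoters of Rps6kb1 (10.7 to 3.32%), Lcor (9.44 to 3.30%), Cdc14b (4.84 to 0.735%) and Thap12 (6.31 to 2.47%) fell, with adjusted p between 0.0238 (Thap12) and 0.0493 (Rps6kb1). Besides En1, Pax3 and Mcts2, the promoters of D1Pas1 (13.5 ± 2.35 to 39.1 ± 2.96%, adjusted p = 0.00158) and Uggt2 (6.12 ± 3.46 to 27.0 ± 0.667%, adjusted p = 0.00860) rose. D1Pas1 kept this level in rescue cells (41.4 ± 1.3%, adjusted p = 0.00331 against WT), and Uggt2 had 14.4 ± 7.91%. Limma called 19 promoters of both kinds lower and 11 higher, and 14 lower and 17 higher with centred libraries. The edgeR count went from 27 to 8 and 16 without WT replicates 1 and 2, 11 without KO replicate 2 and 91 and 91 without rescue replicates 1 and 2. Of 27 named promoters, 6, 14, 14, 10, 27 and 27 were still called without WT replicates 1 and 2, KO replicates 1 and 2 and rescue replicates 1 and 2, with Nefm, Zdbf2, Meg3 and Samd11 called in each case. In edgeR, D1Pas1 (adjusted p = 0.0908) and Uggt2 (0.193) lost the call without WT replicate 1, and Rps6kb1, Lcor, Cdc14b and Thap12 without each WT and KO replicate (0.0716 to 0.253). D1Pas1 in rescue had an adjusted p of 0.136 and 0.0632 without WT replicates 1 and 2.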

reads. The box plots compare differential expression of TEs in PROSER1 KO vs WT and PROSER1 KO+Rescue vs WT for ETnERV3-int (left), RLTR13B2 (middle), and IAPEy-int (right) families of endogenous retroviral elements, all found to be significantly deregulated upon PROSER1 KO. Statistical significance was measured by unpaired two-tailed *t*-test with Welch's correction (\*  $p < 0.05$ ). [D] Bar charts showing enriched gene ontology (GO) terms identified by GREAT (McLean et al. 2010) for genes with a regulatory domain overlapping high-confidence sites with loss of TET2 binding upon PROSER1 KO. [E] same as [D], but for sites with increased TET2 binding upon knockout of PROSER1.

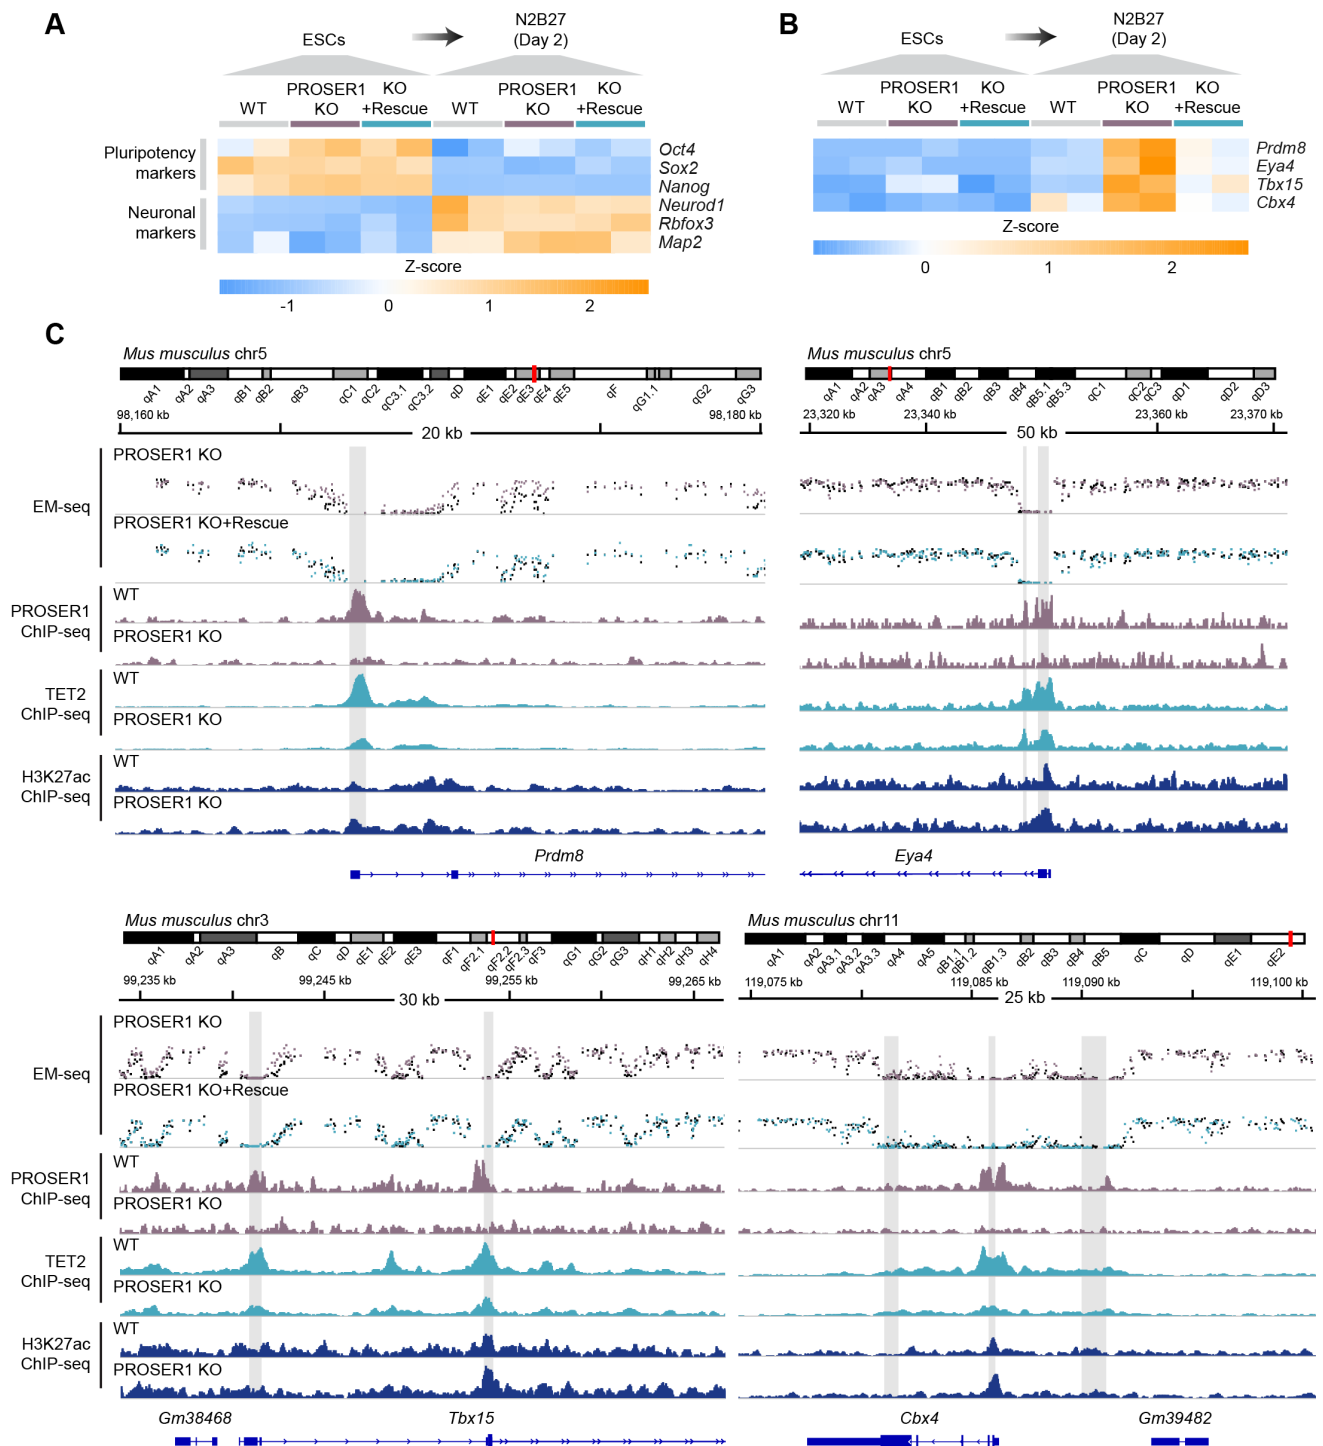

**Supplemental Fig. S5** [A] Heatmap showing the changes in expression (Z-score of normalized read counts from RNA-seq) of key pluripotency markers (above), and neuronal markers (below) in WT, PROSER1 KO and PROSER1 KO+Rescue mESCs (left) or cells subjected to monolayer differentiation in N2B27 medium (right). Gene symbols for each row in the heatmap are given on the right of the plot. [B] As in A, but for selected developmental genes co-bound by PROSER1 and TET2 whose expression correlated with PROSER1 expression. [C] Tracks showing the region surrounding the developmental

genes *Prdm8*, *Eya4*, *Tbx15*, and *Cbx4*. 

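Over windows drawn in Fig. S5C, methylation was higher in PROSER1 KO than in WT cells at Prdm8 and Tbx15 and close to WT in rescue cells. The Prdm8 window (chromosome 5, 211 covered CpGs) had 41.6 ± 1.01, 56.3 ± 3.29 and 42.9 ± 0.892% in WT, KO and rescue. The Tbx15 window (chromosome 3, 444 CpGs) had 29.9 ± 1.74, 42.4 ± 2.72 and 29.8 ± 0.927%. Both KO libraries lay above both WT libraries in each of these 2 windows, by 12.5 pp on average for Tbx15 and 14.7 pp for Prdm8.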

Data in the top two panels represent pooled EM-seq methylation calls. Data from WT mESCs are shown in black and data from PROSER1 KO and PROSER1 KO+Rescue are overlaid in purple or blue, respectively. Below, tracks represent ChIP-seq coverage in PROSER1 ChIP-seq ( $n=2$  biological replicates), and TET2 or H3K27ac ChIP-seq ( $n=3$  biological replicates). CGIs are indicated in gray.

## Supplemental Methods

### Generation of PROSER1 knockout mouse line and animal husbandry

To generate a mouse line with constitutive inactivation of PROSER1, fertilised 1-cell zygotes were injected with Cas9 mRNA and a small guide RNA (5'- GTGCTGGATGAAATTCGAA-3') targeting exon 1 of *Proser1* (ENSMUSG00000049504). Injected zygotes were cultured to blastocyst stage and implanted into pseudo-pregnant females. Genomic DNA harvested from offspring was screened for the presence of out-of-frame indels. Founder animals harboring an allele with a disruptive 7 bp deletion starting at position 53,371,732 of chromosome 3 (Build GRCm39) were selected for backcrossing to C57BL/6J animals and further breeding.

Genotyping was performed as follows: genomic DNA was extracted by incubating ear notches in 75  $\mu$ L Lysis buffer (25mM NaOH, 0.2mM EDTA, pH12.0) at 98°C for 30 min, cooling briefly on ice and neutralising by the addition of 75  $\mu$ L of 40 mM Tris-HCl, pH 5.0. Genotyping PCR was performed using *Proser1* RFLP primers (see Supplemental Tab. S2), and Phire Hot Start II PCR Master Mix (Thermo) according to the manufacturer's instructions. The PCR product was then digested with BstBI (NEB) and resolved on a 2% agarose gel.

All mouse studies were conducted in accordance with the regulations described in the UK Animals (Scientific Procedures) Act 1986 and approved by the Welfare and Ethical use of Animals Committee of the University of Dundee. Experimental design was in line with the 3Rs principles of replacement, reduction, and refinement ([www.nc3rs.org.uk](http://www.nc3rs.org.uk)). Mice were bred and maintained at the SLS-WTB Resource Unit of the University of Dundee, with free access to water and food (pelleted RM1 diet from SDS Ltd., Witham, Essex, UK), on a 12 hr light/12 hr dark cycle, 35% humidity. For microCT scanning, PROSER1<sup>WT</sup> and PROSER1<sup>KO</sup> littermates were euthanized and fixed in 10% formalin and preserved at 4°C prior to imaging. The heads were positioned and imaged in the scanner bed of a nanoPET/CT scanner (Mediso, Hungary), and volumetric and morphological analysis performed using PMOD software (<https://www.pmod.com/web/>).

### mESCs

Mouse ESC lines were derived from blastocysts harvested from TET2<sup>fl/fl</sup> animals and cultured feeder-free on gelatinized plates in 'Serum/2i/Lif' conditions (Hon et al. 2014): DMEM high-glucose plus GlutaMAX, supplemented with 8.3% ES-certified foetal bovine serum (ES-FBS), 4.1% Knock Out Serum Replacement (KOSR), 1x Pen/Strep (P/S), 0.1 mM  $\beta$ -mercaptoethanol ( $\beta$ -ME), 1x MEM non-essential amino acids (NEAA), 1x sodium pyruvate (all supplied by Gibco), 3  $\mu$ M GSK3 inhibitor (Sigma, CHIR99021), 1  $\mu$ M MEK1 inhibitor (Sigma, PD0325901), and 100 ng/mL LIF-GST cleaved (DU1715, MRC

PPU Reagents and Services facility). Cells were plated at  $0.02 \times 10^6$  cells/mL and incubated at 37°C and 5% CO<sub>2</sub>. To obtain isogenic TET2 knockout cells, TET2<sup>fl/fl</sup> mESCs were transiently transfected with a pBABE-Cre plasmid and subcloned to identify multiple independent TET2 knockout lines.

To generate PROSER1 KO cells, mESCs were transfected with pSpCas9(BB)-2A-GFP containing a guide RNA (gRNA) targeting exon 1 of mouse PROSER1 (ENSMUSG00000049504) (see Supplemental Tab. S2) and single-cell sorted (SONY SH800S) by GFP expression. Single-cell sorted clones were expanded under normal mESC culture conditions until genomic DNA or protein could be extracted. Genomic DNA was extracted and as the gRNA cut site overlapped a BstBI restriction site, initial clone screening was carried out by restriction fragment length polymorphism (RFLP) analysis. The region of interest was amplified by PCR using *Proser1* RFLP primers (see Supplemental Tab. S2) and Q5 polymerase, then purified using the Monarch PCR and DNA Cleanup Kit (NEB). 200 ng of the purified PCR product was subjected to digestion by BstBI (NEB) for 1 hr at 37°C. The resulting fragments were analysed by agarose gel electrophoresis, with an uncut product representing a clone with homozygous indels. Clones which appeared to contain indels within the region of interest were then screened for loss of PROSER1 protein by Western blot. Furthermore, once clones had been selected the region of interest was cloned out and sequenced. Briefly, the region of interest was amplified by PCR using Q5 polymerase (primers as above for RFLP analysis), then purified using the Monarch PCR and DNA Cleanup Kit (NEB). This product was ligated into pSC-B-AMP/KAN vector using the StrataClone Blunt PCR Cloning Kit (Agilent) with incubation overnight at 16°C. Following ligation, the plasmid was transformed into chemically competent DH5-α and selected with blue-white screening. Plasmids were sequenced by Sanger sequencing.

To generate PROSER1 KO+Rescue cells, the mouse *Proser1* coding sequence was amplified from cDNA using primers which added a C-terminal FLAG tag (see Supplemental Tab. S2), purified, and cloned into an entry vector for the Gateway cloning system (pENTR/D-TOPO, Invitrogen). LR recombination was performed to clone PROSER1-FLAG into a PiggyBAC-GW-IRES-Blast destination vector with blasticidin resistance using Gateway LR Clonase II Enzyme mix (Invitrogen). Plasmids were amplified and sequenced, and PiggyBAC-Proser1-Flag-IRES-Blast as well as pBase plasmids were transfected into PROSER1 KO mESCs by Lipofectamine 3000 transfection (Invitrogen). Transfected cells were selected by treatment with Blasticidin-S at 5 µg/mL (Merck).

### **Differentiation of mESCs into mEBs**

mESCs were trypsinised and resuspended in embryoid body (EB) media: DMEM, high glucose, GlutaMAX Supplement, supplemented with 10% Fetal Bovine Serum for Cell Culture (FBS) (Scientific Laboratory Supplies (SLS)), 100 IU/mL P-S, 1X Sodium Pyruvate, 1X NEAA, 0.1 mM β-ME. Cells were

plated on low attachment dishes (Sterilin Standard 90 mm Petri Dishes (Thermofisher Scientific)) at  $0.15 \times 10^6$  cells/mL and cultured at 37°C, 5% CO<sub>2</sub> for 48 hr prior to harvest.

### **Fractionation of mESCs**

Cells were harvested and washed twice in ice-cold PBS before being resuspended in fractionation buffer A supplemented with protease inhibitors: 10 mM HEPES pH 7.9, 10 mM KCl, 1.5 mM MgCl<sub>2</sub>, 340 mM sucrose, 10% glycerol, 1 mM DTT, 0.1% Triton X-100, 1X cOmplete protease inhibitors, EDTA free (Roche) and incubated on ice for 8 min. The lysates were centrifuged at 1300 xg and 4°C for 4 min and the supernatant (cytoplasmic fraction) separated from the pellet (nuclear fraction). The pellet was washed once in fractionation buffer A supplemented with protease inhibitors and the nuclei lysed by addition of fractionation buffer B supplemented with protease inhibitors: 3 mM EDTA, 0.2 mM EGTA, 1 mM DTT, 1X cOmplete protease inhibitors, EDTA free. Extraction was performed by incubation on ice for 30 min, during which time the cytoplasmic fraction was clarified by high-speed centrifugation at 20 000 xg and 4°C for 15 min and the supernatant retained. The nuclear lysate was further separated into soluble and insoluble fractions by centrifugation at 1700 xg and 4°C for 5 min. The resulting insoluble pellet was washed once in fractionation buffer B with protease inhibitors and resuspended in 2X LDS sample buffer (Thermo) and supplemented with 0.1 M MgCl<sub>2</sub> before being digested by Benzonase (Merck) for 1 hr at room temperature.

### **Antibody generation**

To generate a specific sheep polyclonal antibody against epitopes in the N-terminus of PROSER1 (PROSER1-N), the coding sequence for mouse *Proser1* (aa1-aa230) was cloned into pGex (GST-tagged) and pMex (MBP-tagged) vectors and used for *E.coli* protein expression and purification. GST-PROSER1 (aa1-230) was used for sheep antibody production and bleeds were affinity-purified against MBP-PROSER1 (aa1-230) to decrease unspecific reactivity and remove GST-specific antibodies. To generate a PROSER1-C specific antibody (PROSER1-C), a 12aa peptide ((C)SLQTGLSQSGWQ) corresponding to the C-terminus of mouse PROSER1 was synthesized and coupled to KHL via the N-terminal cysteine. This conjugate was subsequently used for rabbit immunisation and bleeds were affinity purified against immobilised (C)SLQTGLSQSGWQ peptide using SulfoLink® Immobilization Kit for Peptides (ThermoFisher). Sheep and Rabbit immunisation projects were performed in collaboration with MRC PPU Reagents and Services facility and Morovian Biotechnology Ltd, respectively.

### **Immunoprecipitation**

For crosslinked IP (TET2-N IP-MS), mESCs were harvested by trypsinisation, counted and crosslinked by the addition of 2 mM disuccinimidyl glutarate (Thermo) in ice-cold PBS and incubation at room temperature for 45 min with rolling. Crosslinking was quenched by the addition of glycine (Sigma) to a final concentration of 125 mM. For both crosslinked IP (TET2-N IP-MS) and native IP (PROSER1-C IP, TET2 IP-WB), cell lysates were prepared by 30 min incubation on ice in zwitterionic lysis buffer supplemented with protease inhibitors: 50 mM HEPES pH 7.5, 150 mM NaCl, 10 mM NaF, 0.5% C<sub>7</sub>BzO (Sigma), 1X cOmplete protease inhibitors, EDTA free and 30 min centrifugation at 20 000 xg. Concentrations were measured by Bradford assay and normalised. Immunoprecipitation was carried out overnight on ≥1 mg protein in 1 mL lysate (see Supplemental Tab. S1 for antibody dilutions) and at 4°C with rotation. 30 µL protein G magnetic beads (Invitrogen) per 1 mL lysate were used to bind the antibody and were incubated with the lysates for 3 hr at 4°C with rotation. The beads were washed 5X in ice-cold wash buffer supplemented with 1X protease inhibitors: 10 mM Tris-HCl pH 8, 1 mM EDTA, 150 mM NaCl, 1X cOmplete protease inhibitors, EDTA free. Proteins were eluted by resuspension in 2X LDS sample buffer and incubation at 70°C with shaking at 1500 RPM for 15 min. For analysis by Western blotting, samples were supplemented with DTT to a final concentration of 0.1 M and boiled for 10 min. For analysis by mass spectroscopy, samples were reduced and alkylated by addition of 10 mM DTT and 50mM Iodoacetamide, respectively.

### **Western Blotting**

Cell lysates were prepared as described in Immunoprecipitation. Between 5 and 50 µg protein per well was subjected to SDS-PAGE on a Bis-Tris or Tris-Acetate gel (ThermoFisher). Proteins were transferred to nitrocellulose membrane (Amersham) and probed using primary antibodies against proteins of interest as described in Supplemental Tab. S1. Imaging was carried out using photographic film or LI-COR system (LI-COR Biosciences). Secondary antibodies used are specified in Supplemental Tab. S1.

### **Whole proteome mass spectrometry**

Whole cell lysates were processed for S-Trap™ peptide purification according to manufacturer's instructions (ProtiFi). Cells were harvested and washed twice in ice-cold PBS before being resuspended in SDS lysis buffer: 50 mM TEAB pH 8.5, 5% SDS and sonicated for 10 cycles of 30 sec on 30 sec off using a Bioruptor Pico (Diagenode). Lysates were clarified by centrifugation at 13 000 xg, 4°C for 8 min and the supernatant retained. The protein concentration was normalised using BCA protein assay (ThermoFisher). DTT was added to a final concentration of 20 mM and the lysates boiled for 10 min then cooled to room temperature. Freshly dissolved iodoacetamide was added to a final concentration of 40 mM and incubated in the dark at room temperature for 30 min. Samples were centrifuged at 13

000 xg for 8 min and the supernatant retained. 12% (v/v) phosphoric acid was added to the samples at a volume:volume ratio of roughly 1:10 acid:supernatant, followed by 7X the original lysis volume of S-trap binding buffer: 100 mM TEAB pH 7.55, 90% aqueous methanol. Samples were loaded onto S-trap mini columns and the columns washed four times by addition of S-trap binding buffer and centrifugation. MS-grade trypsin (Pierce) was resuspended in 50 mM TEAB and loaded onto the columns so that the final ratio of trypsin:protein was approximately 1:40 and incubated overnight at 37°C. Fresh trypsin was added to the columns and incubated for a further 4 hr at 37°C. The digested peptides were eluted by addition of 50 mM TEAB to the column, followed by 0.2% aqueous formic acid and finally 50% aqueous acetonitrile with 0.2% formic acid. The eluates were pooled and dried down before being resuspended in 1% formic acid. A defined amount (1.5 µg) of each sample was quantified using a 120 min gradient elution and data-independent acquisition (DIA) on an Orbitrap Exploris 480 Mass Spectrometer (ThermoFisher).

### **Whole proteome data analysis**

The raw files were processed using Spectronaut® software (Bruderer et al. 2015) (Biognosys) and searched against mouse Swiss-Prot including isoforms (February 2022). The parameters for the search included: Protein and Precursor Qvalue Cutoff (Experiment) were set to 0.01, with the Protein Qvalue Cutoff (Run) set to 0.05. Quantity MS Level was set to MS2, Protein LFQ Method was set to 'Quant 2.0', the Major Group Quantity was set to the Sum of peptide quantity with the Major Group Top N being disabled. The Minor Group Quantity was to 'Sum of precursor quantity' and the Minor Group Top N was also disabled. Estimated protein and copy number estimates generated were calculated from the MS data using the 'Proteomic Ruler' (Wiśniewski et al. 2014). Finally, differential expression using multiple testing correction was estimated using *limma* (Ritchie et al. 2015) and plotted in Prism (GraphPad).

### **Cross linked IP mass spectrometry**

For mass spectrometry analysis of DSG-crosslinked immunoprecipitation samples, the reduced and alkylated eluates were purified by SDS-PAGE, subjected to in-gel tryptic digestion prior to desalting (C18 column) and 6-plex TMT labelling using TMTsixplex™ Isobaric Label Reagent set (ThermoFisher) according to manufacturer's instructions. The pooled and desalted samples were run on an Orbitrap Fusion Lumos Tribrid spectrometer (ThermoFisher) with SPS-MS3 workflow.

### **Native IP mass spectrometry**

For mass spectrometry analysis of uncrosslinked PROSER1-C immunoprecipitation samples, the reduced and alkylated eluates were purified by SDS-PAGE and subjected to in-gel tryptic digestion as described above. Eluted peptides were analysed on a Orbitrap Exploris 480 Mass Spectrometer (ThermoFisher) using a 120 min gradient elution and data-independent acquisition.

### **Native IP data analysis**

Raw data were processed using Spectronaut® software using the parameters specified above. Differential enrichment of with multiple testing correction was determined using Perseus 1.6.14.0 (Tyanova et al. 2016) and plotted in Prism.

### **Histone modifications mass spectrometry**

Histone modification analysis by mass spectrometry was performed as detailed described in (Joseph-Chowdhury et al. 2022). Cells were harvested and the histones extracted as follows. Cells were incubated in 0.2 M H<sub>2</sub>SO<sub>4</sub> for 3 hr at 4°C with rotation, then centrifuged at 3400 xg for 5 min. Trichloroacetic acid was added to the supernatant to a final concentration of 33% (v/v) and incubated overnight at 4°C with rotation. Samples were centrifuged at 3400 xg for 5 min and the pellet washed with acetone and 0.1% (v/v) HCl, followed by acetone alone. The histones were dried, then subjected to propionylation as follows. Samples were resuspended in 15-20% acetonitrile in 100 mM ammonium bicarbonate. Propionic anhydride was added, followed by NH<sub>4</sub>OH. The pH was measured and corrected to ~pH 8 if necessary, followed by incubation at room temp for 5 min. The addition of propionic anhydride, NH<sub>4</sub>OH and incubation was repeated, and the samples dried. Histones were digested by trypsin overnight and propionylation was repeated on the digested peptides. Finally, the samples were desalted as follows. Oasis HLB resin (Waters) was suspended in acetonitrile at 50 mg/mL and added to a filter plate (Orochem). Vacuum was applied and the flow through discarded. The resin was washed with 0.1% trifluoroacetic acid (TFA), then the samples resuspended in 0.1% TFA and loaded into the plate. Samples were washed with 0.1% TFA, then eluted in 60% acetonitrile/0.1% TFA. The elutes was dried and resuspended in 0.1% TFA, then analysed by LC-MS/MS.

Samples were loaded onto a Dionex RSLC Ultimate 300 (Thermo Scientific), coupled online with an Orbitrap Fusion Lumos (Thermo Scientific). Chromatographic separation was performed with a two-column system, consisting of a C-18 trap cartridge (300 µm ID, 5 mm length) and a picofrit analytical column (75 µm ID, 25 cm length) packed in-house with reversed-phase Repro-Sil Pur C18-AQ 3 µm resin. Peptides were separated using a 30 min gradient from 1-30% buffer B (buffer A: 0.1% formic acid, buffer B: 80% acetonitrile + 0.1% formic acid) at a flow rate of 300 nL/min. The mass spectrometer was set to acquire spectra in a data-independent acquisition (DIA) mode. Briefly, the full

MS scan was set to 300-1 100 m/z in the orbitrap with a resolution of 120 000 (at 200 m/z) and an AGC target of  $5 \times 10^5$ . MS/MS was performed in the orbitrap with sequential isolation windows of 50 m/z with an AGC target of  $2 \times 10^5$  and an HCD collision energy of 30.

Histone peptides raw files were imported into EpiProfile 2.0 software (Yuan et al. 2018). From the extracted ion chromatogram, the area under the curve was obtained and used to estimate the abundance of each peptide. To achieve the relative abundance of post-translational modifications (PTMs), the sum of all different modified forms of a histone peptide was considered as 100% and the area of the particular peptide was divided by the total area for that histone peptide in all of its modified forms. The relative ratio of two isobaric forms was estimated by averaging the ratio for each fragment ion with different mass between the two species. The resulting peptide lists generated by EpiProfile were exported to Microsoft Excel and further processed for a detailed analysis.

### **Quantification of 5hmdC & 5mdC by LC-MS/MS**

Genomic DNA was extracted from frozen cell pellets using the Monarch Genomic DNA Purification kit (New England Biolabs #T3010) and eluted in LC-MS grade water. DNA was digested into nucleosides as described previously (Stewart-Morgan et al. 2023). DNA nucleosides were analysed on an Agilent 1290 UHPLC system with a ZORBAX Eclipse Plus C18 Rapid Resolution HD 2.1x100 mm 1.8-Micron column (Agilent #959758-902) connected to an Agilent 6495B triple quadrupole instrument run in positive ionisation mode. The chromatographic method, mass spectrometer parameters and transitions detected by multiple reaction monitoring were outlined previously (Stewart-Morgan et al. 2023). The quantification was conducted in MassHunter Quantitative Analysis for QQQ (version 10.1) based on a standard curve for each of the DNA nucleosides and the addition of heavy labelled internal standards (Amouroux et al. 2016; Stewart-Morgan et al. 2023). The limit of detection was 0.025 fmol for 5hmdC, 0.005 fmol 5mdC, 0.1 fmol for dC and 0.1 fmol for dG. The lower limit of quantification was 0.025 fmol for 5hmdC, 0.25 fmol 5mdC, 0.1 fmol for dC and 0.5 fmol for dG.

### **ChIP-seq**

Cells were harvested and double crosslinked (DSG+FA) by resuspension in PBS supplemented with 2 mM DSG and incubation at room temp for 30 min, followed by addition of formaldehyde to a final concentration of 1% and a further 10 min incubation. Quenching was performed by addition of glycine to a final concentration of 125 mM. Cells were washed with PBS and lysed by resuspension in SDS buffer: 50 mM Tris-HCl pH 8.1, 100 mM NaCl, 5 mM EDTA, 0.5% SDS supplemented with 1 mM PMSF. The cell contents were collected by centrifugation at 300 xg, 6 min, 20°C and resuspended in IP buffer: 50 mM Tris-HCl pH 8.6, 100 mM NaCl, 5 mM EDTA, 1.6% Triton X-100, 0.3% SDS. Sonication was carried

out using a bioruptor Pico and fragmentation conditions (to obtain 100-500 bp fragments) were optimised for each experiment before continuing. Sonicated samples were cleared by centrifugation at 20 000 xg, 20 min, 4°C and the pellet discarded. Protein concentration was estimated by Bradford assay (BioRad) and the concentrations normalised across samples. SDS-free buffer: 50 mM Tris-HCl pH 8.1, 100 mM NaCl, 5 mM EDTA was used to dilute SDS in samples to a final concentration of 1% and the samples were precleared by 3 hr incubation with protein G sepharose beads.

Immunoprecipitation was carried out overnight on 600 µg protein (TET2, PROSER1) or 60 µg (histone marks). Antibody quantities were as follows: PROSER1: PROSER1-N antibody (Sheep polyclonal (this study), 1.2 µg antibody to 600 µg chromatin), TET2: TET2-N antibody (Rasmussen et al. 2019) (Rabbit polyclonal, 1 µg antibody for 600 µg chromatin), H3K4me1: CST 5326 (Rabbit monoclonal, 10 µL to 60 µg chromatin), H3K27ac: ThermoFisher MA5-23516 (Mouse monoclonal, 4 µg antibody to 60 µg chromatin)). Protein G sepharose beads were used to bind the antibody and were washed three times with low salt wash buffer: 20 mM Tris-HCl pH 8.0, 150 mM NaCl, 2 mM EDTA, 0.1% SDS, 1% Triton X-100, twice with high salt wash buffer: 20 mM Tris-HCl pH 8.0, 500 mM NaCl, 2 mM EDTA, 0.1% SDS, 1% Triton X-100, and once with IP buffer with a final concentration of 0.1% SDS. Beads were resuspended in decrosslinking buffer: 1% SDS and 100 mM NaHCO<sub>3</sub> and incubated at 65°C, shaking at 1200 RPM overnight. DNA was purified using the Monarch PCR & DNA cleanup kit. Libraries were prepared from 1-3 ng purified DNA input using Truseq adapters from Illumina and sequenced with on a NovaSeq 6000 system with 150 bp paired-end sequencing.

### **ChIP-seq computational analysis**

Paired-end Illumina reads obtained by sequencing (PROSER1, TET2, H3K27ac, H3K37me3 and H3K4me1) or from Gene Expression Omnibus (GEO) (TET1 (GSE24843), CTCF (GSE123670), OGT (GSE39154), PSPC1 (GSE182442), P300 (GSE97701), SUZ12 (GSE103685)) were trimmed of adapter sequences and low-quality nucleotides using Trim Galore! (CTCF and OGT) or Trimmomatic (all other datasets), then mapped to the mouse genome (mm10) using Bowtie2 (Langmead and Salzberg 2012) with (--very-sensitive) preset settings. MarkDuplicates from Picard tools was used to de-duplicate mapped reads. Mapped reads were filtered to remove those from non-chromosomal DNA, mtDNA, and the Y chromosome. Peaks were called using MACS2 with paired-end settings (--format BAMPE --mfold 5 50 --bw 300) using a 0.05 p-adj threshold for OGT, CTCF, TET2 and PROSER1 peaks, a 0.01 threshold for TET1 and a 0.001 threshold for PSPC1, H3K4me1, H3K27me3 and H3K27ac. In addition, H3K4me1 and H3K27me3 peaks were called as broad, with a broad region cutoff of 0.1. Differential binding across replicates was defined using DiffBind (Stark R 2011). For visualization, BigWig coverage files normalised to sequencing depth (Reads per bin/(number of mapped reads (millions))\*100) were

generated from merged BAM files using bamCoverage with the following configuration (--binSize 10 -normalizeUsing RPKM --extendReads --ignoreDuplicates --blackListFileName 'mm10-blacklist.v2.bed.gz'). Heatmaps were generated using deepTools (Ramírez et al. 2014) and Volcano plots and frequency histograms were generated and plotted with Prism.

To investigate PROSER1 genomic localisation, regionsets were obtained for CpG islands (CGI), transcription start sites (TSS), promoters, active enhancers and gene bodies. Datasets defining CGI, TSS, gene bodies were obtained from UCSC table browser (GRCm38/mm10) and heterochromatic regions were obtained from ChromHMM annotation ([https://github.com/guifengwei/ChromHMM\\_mESC\\_mm10](https://github.com/guifengwei/ChromHMM_mESC_mm10)). Promoters were defined as -1500 bp to +500 bp from a TSS. Active enhancers were defined by the presence of both H3K4me1 and H3K27ac and excluding regions overlapping promoters or CGIs. Non-CGI promoters were defined as promoters which had no overlap with CGIs. Matched control peaksets were generated using EaSeq (Lerdrup et al. 2016) 'Matched Controls' tool and matched to DNase hypersensitive sites in mESCs. Overlaps between datasets were assessed using intersect intervals from Bedtools (Quinlan and Hall 2010).

To calculate fold change in histone modifications or protein binding within PROSER1 or TET2 peaks, the peakset was concatenated with DNaseI hypersensitivity sites in mESCs (obtained from ENCODE portal ENCFF048DWN) to provide a genome background regionset for estimation of dispersion and subsequent normalisation. Using FeatureCounts (Liao et al. 2014) with multi-mapping and multi-overlapping features allowed, reads from histone modification, TET2 or PROSER1 ChIP-seq that overlapped with any region in the peakset+DNaseHS regionset were summarized. Finally, Log<sub>2</sub> fold changes of normalised read counts within the regionset was obtained using DESeq2 (Love et al. 2014) and plotted with Prism. Computational analysis was performed through the free public European Galaxy server usegalaxy.eu (Community 2024).

### **Enzymatic Methyl-seq (EM-seq)**

Two biological replicate samples each of WT, PROSER1 KO1 and PROSER1 KO+Rescue mESCs were harvested and gDNA extracted using the Monarch Genomic DNA Purification Kit (New England Biolabs) to preserve DNA integrity prior to sonication. Sonication was carried out using a bioruptor Pico (Diagenode) and fragmentation conditions (to obtain 300-450 bp fragments) were optimised for each experiment before continuing. EM-seq was performed using the NEBNext Enzymatic Methyl-seq Kit (New England Biolabs) according to the protocol for use with Large Insert Libraries using 100 ng input DNA.

### **Enzymatic Methyl-seq (EM-seq) computational analysis**

Raw EM-seq reads from the two biological replicate WT, PROSER1 KO, and PROSER1 KO+Rescue mESC samples were trimmed using TrimGalore and mapped against the mouse genome (mm10) using Bismark (<https://github.com/FelixKrueger/Bismark>) with standard setting allowing for 1000 bp insert size (--X 1000). Bismark deduplicate was used to remove PCR duplicates. Bismark methylation extractor was used with the following parameter setting (--paired-end --no-overlap --ignore\_r2 3 --ignore\_3prime\_r2 1) to remove methylation call bias due to adaptor ligation and avoid scoring methylation calls twice in case of overlapping paired-end reads. Methylation calls in a CpG context were merged (combining CpG methylation calls from both strands of a single CG dinucleotide) to produce a comprehensive 'Methreport\_CpGcomb\_mm10' file containing summarised methylation calls for all CG sites in the mouse genome. All analysis was performed through the free public European Galaxy server usegalaxy.eu (Community 2024).

Individual methylation calls from each biological replicate were imported into SeqMonk NGS visualisation and analysis tool (<https://github.com/s-andrews/SeqMonk>) using the QuasR import filter and input files with the following columns <chr><start><end><total reads><methylated reads>. 

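Across the 252561 tiles of 10 kb, Pearson's r between replicates was 0.969 in WT, 0.973 in PROSER1 KO and 0.972 in rescue cells, and 0.962 to 0.969 between libraries of different genotypes; r is across tiles, which are not independent replicates. The replicates also differed in level, with a median difference per tile of −1.21 pp between WT replicates 1 and 2, 1.37 pp between the KO replicates and 1.46 pp between the rescue replicates. Counts of methylated reads varied between replicates more than counting alone allows, with a mean chi-square per tile of 2.50 in WT, 2.48 in KO and 2.34 in rescue, where counting alone gives 1.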

Following a correlation analysis to determine reproducibility between biological replicates, the datasets were pooled to attain a collective coverage of ~17.5 million CpG sites, each supported by a minimum of 10 distinct EM-seq reads across all three genotypic groups – a condition required for all downstream analysis. To define 10 kb genomic tiles the running window probe generator was used with a probe and step size of 10,000 bp. Quantitation trend plots of different genomic elements were generated using a 50 bp window and 50 bp step size as well as 1kb flanking sequence. Significantly differentially methylated CpG sites were defined using the Chi-squared filter, only retaining sites with  $p\text{-adj} < 0.05$  after multiple testing correction and a minimum 25% difference in methylation value. 

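With replicates pooled, 196 of 17483791 CpGs were lower and 16 higher in PROSER1 KO than in WT cells (chi-square test, adjusted p under 0.05, at least 25 pp), and 6 lower and 6 higher in rescue cells. Named after their values were seen, Mid1 had the most, 18 lower CpGs (X, 169979383 to 169987420) with falls of 25.4 to 39.3 pp; the gene spans the boundary of the pseudoautosomal region. At the first of these CpGs, WT had 176 reads, KO 316 and rescue 216, of which 81, 65 and 67 were methylated. At the first CpG called at Orly, 137 of 194, 106 of 262 and 145 of 231 reads were. Below 3.6 Mb of Y, coverage relative to the autosomal median was 0.00855 and 0.00837 in WT and at least 0.249 in each KO and rescue library. X coverage was alike, with 0.448 and 0.442 in WT, 0.448 and 0.449 in KO and 0.447 and 0.443 in rescue. Called CpGs of Orly had WT reads even so, and whether these come from sequence shared with X was not tested. Sex chromosome copies that KO and rescue share would leave rescue at the KO level. Pooled rescue values were above KO at every called CpG of Mid1 and Orly, a gap that shared copies leave unexplained. The part of the falls that rescue shares is not separated from a difference in sex chromosome copies. Next came Grb10 with 5 lower CpGs (chromosome 11, 12026441 to 12026462; 64.0 to 67.7 pp), Fcgr3 with 5 (chromosome 1; 28.6 to 44.7 pp) and Orly with 5 (chromosome Y; 25.3 to 31.1 pp), then Zfp532 with 4 (chromosome 18; 55.8 to 62.9 pp), and 4 CpGs at Hdnr (chromosome 8, 57333368 to 57333399) rose by 65.3 to 73.8 pp. Both ways of regrouping the same libraries across genotype gave 0 lower and 0 higher CpGs, and Fisher's exact test gave 57 and 5 in KO and 0 and 0 in rescue cells. The pooled test leaves out the spread between libraries, and in simulated data it recovered 11% of changes of 50 pp. The count went from 212 to 66 without WT replicate 1 and 18 and 87 without KO replicates 1 and 2, and in rescue cells from 12 to 39 without WT replicate 2 and 59 and 24 without rescue replicates 1 and 2.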

Data were exported from SeqMonk and visualized using Prism.

## **RNA-seq**

Two biological replicate samples each of WT, PROSER1 KO1 and PROSER1 KO+Rescue mESCs were subjected to monolayer neuronal differentiation (Pantier et al. 2021). Briefly, they were trypsinised and washed once in PBS, then replated on gelatinised 6-well plates at a density of 100 000 cells/well in N2B27 medium: 1:1 mix of Advanced DMEM-F12 and Neurobasal, supplemented with 1x L-Glutamine, 1x NEAA, 0.5x N-2 supplement, 0.5x B-27 supplement, and 0.1 mM  $\beta$ -ME (all supplied by Gibco). RNA was extracted at day 0 (when cells were first plated in N2B27 medium) and at day 2 using the QIAGEN RNeasy kit. RNA integrity was checked by gel electrophoresis on an Agilent Tapestation system. Libraries were prepared using the NEBNext Ultra II Directional RNA Library Prep kit (NEB).

## RNA-seq computational analysis

To visualise changes in protein coding genes, raw RNA-seq reads from the biological replicate WT, PROSER1 KO, and PROSER1 KO+Rescue mESC samples were trimmed using Trimmomatic and mapped to the mouse genome (mm10) using RNA-STAR (Dobin et al. 2013) with paired-end settings. Gene annotation 'mm10.ncbiRefSeq.gtf.gz' was obtained from RefSeq (O'Leary et al. 2016) and gene expression was summarized from the mapped reads using FeatureCounts, with option (--countReadPairs) to enable counting of fragments from paired-end data. Mapped reads were filtered to remove those from the Y chromosome. Differential expression was determined using DESeq2 with default parameters. Visualisation of RNA-seq counts within IGV tracks were achieved by merging BAM files from replicate samples and generating bigwig files with BamCoverage from deepTools using the following parameters as well as removal of blacklisted regions (--binSize 10 --normalizeUsing RPKM --extendReads --blackListFileName 'mm10-blacklist.v2.bed.gz').

TET2 binding region-gene associations were determined using 'Basal plus extension' in GREAT (McLean et al. 2010). In short, each gene was assigned a 5kb upstream and 1kb downstream basal regulatory domain, extending to nearest neighbouring basal domain but no more than 1Mb in one direction. TET2 binding regions were then linked to genes overlapping this domain resulting in 866 genes (see Supplemental Tab. S7) associated with loss of TET2 binding ( $p\text{-adj} < 0.05$ ,  $\text{Log}_2\text{FC} < -1$ ) and 3341 genes associated with gain of TET2 binding ( $p\text{-adj} < 0.05$ ,  $\text{Log}_2\text{FC} > 1$ ) that were used for GREAT gene ontology enrichment analysis. The z-scores of the resulting genes during neuronal differentiation were furthermore visualised and clustered in heatmaps using MeV (Multiple Experiment Viewer) 4.9.0 (SourceForge).

To visualise changes in TEs, raw RNA-seq reads from the biological replicate WT, PROSER1 KO, and PROSER1 KO+Rescue mESC samples were trimmed as above and mapped to the mouse genome (mm10) using RNA-STAR with parameter settings to retain multimapping reads (--outFilterMultimapNmax 100, and --winAnchorMultimapNmax 100). Mapped reads were filtered to remove those from the Y chromosome. Mapped reads were subsequently employed as input for the Tetranscripts pipeline, utilizing the '-multi' parameter as well as TE GTF file 'mm10\_rmsk\_TE.gtf.gz', available from the software authors. Prior to differential expression analysis using DESeq2, lowly expressed transposable elements (TEs) with a read count below 25 were filtered out (--minread 25). MA-plot showing differential expression of TE families was generated with Prism. To examine differential expression of individual TEs solely based on uniquely mapped reads, trimmed read data were aligned to the mm10 mouse genome reference using STAR with the parameters modified to retain only uniquely mapped reads (--outFilterMultimapNmax 1, and --winAnchorMultimapNmax 50). Mapped reads were subsequently counted using FeatureCounts and the TE GTF file

'mm10\_rmsk\_TE.gtf.gz' as well as option (--countReadPairs) to enable counting of fragments from paired-end data. Differential expression was then determined using DESeq2 with default parameters. Expression values of all members of selected TE families were extracted and box plots comparing PROSER1 KO vs WT and KO+Rescue vs WT were generated with Prism. All analysis was performed through the free public European Galaxy server usegalaxy.eu (Community 2024).

## References

- Amouroux R, Nashun B, Shirane K, Nakagawa S, Hill PWS, D'Souza Z, Nakayama M, Matsuda M, Turp A, Ndjetehe E, et al. 2016. De novo DNA methylation drives 5hmC accumulation in mouse zygotes. *Nat Cell Biol* **18**: 225–233.
- Community TG. 2024. The Galaxy platform for accessible , reproducible , and collaborativ e data analyses : 2024 update.
- Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S, Batut P, Chaisson M, Gingeras TR. 2013. STAR: Ultrafast universal RNA-seq aligner. *Bioinformatics* **29**: 15–21.
- Højfeldt JW, Laugesen A, Willumsen BM, Damhofer H, Hedehus L, Tvardovskiy A, Mohammad F, Jensen ON, Helin K. 2018. Accurate H3K27 methylation can be established de novo by SUZ12-directed PRC2. *Nat Struct Mol Biol* **25**: 225–232.
- Hon GC, Song C-X, Du T, Jin F, Selvaraj S, Lee AY, Yen C-A, Ye Z, Mao S-Q, Wang B-A, et al. 2014. 5mC oxidation by Tet2 modulates enhancer activity and timing of transcriptome reprogramming during differentiation. *Mol Cell* **56**: 286–297.
- Huang X, Bashkenova N, Hong Y, Lyu C, Guallar D, Hu Z, Malik V, Li D, Wang H, Shen X, et al. 2022. A TET1-PSPC1-Neat1 molecular axis modulates PRC2 functions in controlling stem cell bivalency. *Cell Rep* **39**: 110928.
- Joseph-Chowdhury JSN, Stransky S, Graff S, Cutler R, Young D, Kim JS, Madrid-Aliste C, Aguilan JT, Nieves E, Sun Y, et al. 2022. Global Level Quantification of Histone Post-Translational Modifications in a 3D Cell Culture Model of Hepatic Tissue. *J Vis Exp* **2022**.
- Langmead B, Salzberg SL. 2012. Fast gapped-read alignment with Bowtie 2. *Nat Methods* **9**: 357–359.
- Lerdrup M, Johansen JV, Agrawal-Singh S, Hansen K. 2016. An interactive environment for agile analysis and visualization of ChIP-sequencing data. *Nat Struct Mol Biol* **23**: 349–357.
- Liao Y, Smyth GK, Shi W. 2014. FeatureCounts: An efficient general purpose program for assigning sequence reads to genomic features. *Bioinformatics* **30**: 923–930.
- Love MI, Huber W, Anders S. 2014. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol* **15**: 1–21.
- McLean CY, Bristor D, Hiller M, Clarke SL, Schaar BT, Lowe CB, Wenger AM, Bejerano G. 2010. GREAT improves functional interpretation of cis-regulatory regions. *Nat Biotechnol* **28**: 495–501.
- O'Leary NA, Wright MW, Brister JR, Ciufu S, Haddad D, McVeigh R, Rajput B, Robbertse B, Smith-White B, Ako-Adjei D, et al. 2016. Reference sequence (RefSeq) database at NCBI: Current status, taxonomic expansion, and functional annotation. *Nucleic Acids Res* **44**: D733–D745.
- Pantier R, Chhatbar K, Quante T, Skourti-Stathaki K, Cholewa-Waclaw J, Alston G, Alexander-Howden B, Lee HY, Cook AG, Spruijt CG, et al. 2021. SALL4 controls cell fate in response to DNA base composition. *Mol Cell* **81**: 845-858.e8.
- Quinlan AR, Hall IM. 2010. BEDTools: A flexible suite of utilities for comparing genomic features. *Bioinformatics* **26**: 841–842.
- Ramírez F, Dündar F, Diehl S, Grüning BA, Manke T. 2014. DeepTools: A flexible platform for exploring deep-sequencing data. *Nucleic Acids Res* **42**: 187–191.
- Rasmussen KD, Berest I, Keßler S, Nishimura K, Simón-Carrasco L, Vassiliou GS, Pedersen MT, Christensen J, Zaugg JB, Helin

- K. 2019. TET2 binding to enhancers facilitates transcription factor recruitment in hematopoietic cells. *Genome Res* **29**: 564–575.
- Ritchie ME, Phipson B, Wu D, Hu Y, Law CW, Shi W, Smyth GK. 2015. Limma powers differential expression analyses for RNA-sequencing and microarray studies. *Nucleic Acids Res* **43**: e47.
- Song Y, Liang Z, Zhang J, Hu G, Wang J, Li Y, Guo R, Dong X, Babarinde IA, Ping W, et al. 2022. CTCF functions as an insulator for somatic genes and a chromatin remodeler for pluripotency genes during reprogramming. *Cell Rep* **39**: 110626.
- Stark R, Brown G (2011). *DiffBind: differential binding analysis of ChIP-Seq peak data*. <http://bioconductor.org/packages/release/bioc/vignettes/DiffBind/inst/doc/DiffBind.pdf>.
- Stewart-Morgan KR, Requena CE, Flury V, Du Q, Heckhausen Z, Hajkova P, Groth A. 2023. Quantifying propagation of DNA methylation and hydroxymethylation with iDEMS. *Nat Cell Biol* **25**: 183–193.
- Tyanova S, Temu T, Sinitcyn P, Carlson A, Hein MY, Geiger T, Mann M, Cox J. 2016. The Perseus computational platform for comprehensive analysis of (prote)omics data. *Nat Methods* **13**: 731–740.
- Vella P, Scelfo A, Jammula S, Chiacchiera F, Williams K, Cuomo A, Roberto A, Christensen J, Bonaldi T, Helin K, et al. 2013. Tet proteins connect the O-linked N-acetylglucosamine transferase Ogt to chromatin in embryonic stem cells. *Mol Cell* **49**: 645–656.
- Wang SP, Tang Z, Chen CW, Shimada M, Koche RP, Wang LH, Nakadai T, Chramiec A, Krivtsov A V., Armstrong SA, et al. 2017. A UTX-MLL4-p300 Transcriptional Regulatory Network Coordinately Shapes Active Enhancer Landscapes for Eliciting Transcription. *Mol Cell* **67**: 308-321.e6..
- Williams K, Christensen J, Pedersen MT, Johansen J V, Cloos PAC, Rappsilber J, Helin K. 2011. TET1 and hydroxymethylcytosine in transcription and DNA methylation fidelity. *Nature* **473**: 343–348.
- Wiśniewski JR, Hein MY, Cox J, Mann M. 2014. A “proteomic ruler” for protein copy number and concentration estimation without spike-in standards. *Mol Cell Proteomics* **13**: 3497–3506.
- Yuan ZF, Sidoli S, Marchione DM, Simithy J, Janssen KA, Szurgot MR, Garcia BA. 2018. EpiProfile 2.0: A Computational Platform for Processing Epi-Proteomics Mass Spectrometry Data. *J Proteome Res* **17**: 2533–2541.

How the deposited data were processed for this re-analysis (not part of the article)

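DNA methylation was measured by EM-seq in feeder-free mESCs of 3 genotypes, WT, PROSER1 KO (line KO1) and PROSER1 KO+Rescue, in 6 libraries with 2 biological replicates per genotype. The authors trimmed the reads with Trim Galore, mapped them to mm10 with Bismark, removed duplicates, called CpG methylation and merged the strands of each CpG (tool versions are not given). The deposited files hold raw counts per CpG and library, all reads and methylated reads, with the replicates not pooled. Percent methylation was computed here as methylated over all reads. EM-seq scores 5mC and 5hmC together. Coordinates are those of mm10 throughout.

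The files listed 21908007 CpGs each. A CpG was used when the pool of each genotype had at least 10 reads, the minimum the authors state, which kept 17483791 CpGs. Median depth of a covered CpG was 10 and 11 reads in the WT libraries, 12 and 11 in the KO libraries and 10 and 9 in the rescue libraries, so that regions rather than single CpGs carry most statements. Regions were tiles of 10 kb and of 1 kb, bodies of 21887 protein-coding genes of the RefSeq table, 19813 promoters from 1500 bp upstream to 500 bp downstream of a start site (strand by symbol from GENCODE), and 28378 CpG islands. Islands were built from the CpG positions alone, with a score of 17 per CpG and −1 per other base and a length over 200 bp, without a limit on GC content or repeats (median length 441 bp, median 37 CpGs). Of the promoters, 11238 overlapped an island and 8575 did not. A region needed at least 3 covered CpGs (5 in tiles of 1 kb), and its methylation is the mean over them in each library.

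Comparisons were KO against WT, rescue against WT and, for tiles of 10 kb, KO against rescue. Methylated and unmethylated reads summed over a region were tested with edgeR's quasi-likelihood test in 1 fit of all 6 libraries, with 1 coefficient per library for its coverage, and adjusted by Benjamini–Hochberg over the regions of a class at 0.05. Tiles of 1 kb were tested with limma on log2 ratios of methylated to unmethylated reads with a pseudocount of 1 read, and called at a difference of at least 10 pp. Single CpGs were tested with the authors' rule, a chi-square test of pooled counts with a difference of at least 25 pp. Medians per library were compared with an exact permutation test, two-sided. Gene lists were tested by counts of called promoters, adjusted over all promoters of 1 joint fit and over the list alone, and by limma's camera. Those reported are methylation machinery and TOPD components, developmental transcription factors, genes of other lineages, maternally and paternally imprinted control region genes, mesendodermal markers, germline genes, the paper's developmental targets, pluripotency genes and 2-cell stage genes. The regions, tests, lists, alternatives and the rule for named genes were set before the data were examined, and the score of the islands and the source of the strands once the reference tables were seen. That rule names every gene the paper names beside an EM-seq result, list members called with a difference of at least 5 pp (at most 8 per list), and the 10 promoters of each kind and the 5 islands and 10 kb tiles with the largest fall and rise among those called with at least 10 covered CpGs and both KO libraries on 1 side of both WT libraries. Some genes that the rule picks, and 1 short list, were left out of the text. Genes named outside it were chosen after their values were seen.

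The tests were tried on simulated data with this design and depth, in which a share of regions was changed by 10 or 20 pp. EdgeR recovered 32 and 97% of changed 10 kb tiles with 4 false calls, 41 and 94% of gene bodies with 13, 26 and 90% of non-CGI promoters with 5, 31 and 83% of all promoters with 7, and 16 and 69% of islands with 5. Recovery was not split by starting level. These shares are therefore not known to hold for islands and promoters near 0%, where a fall of 10 pp is not possible. Limma on 1 kb tiles recovered 0% at 10 pp, 1.49% at 20 pp and 95.5% at 40 pp with 0 false calls, the last size added after the low recovery was seen, and the chi-square test of single CpGs recovered 11% at 50 pp. Alternatives were minimums of 5 and 20 pooled reads, of 5 reads and of 10 reads in each library, at least 10 CpGs per region, autosomes only, a fit of only the 2 genotypes compared, a replicate block, limma, limma on libraries centred on their median, a pseudocount of 0.5 read, Fisher's exact test for single CpGs, an estimated correlation in camera, and leaving out each library in turn, where the lone library of a genotype is assumed to vary like the others.

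Library labels were checked by reads over Proser1 exons, introns and the guide CpG, and coverage by chromosome and in bins of 100 kb relative to the autosomal median. Segments of at least 3 bins were listed at a difference of 1.4-fold, a value chosen after the bins were seen. Heterochromatin, active enhancers, bivalent promoters, sites of altered TET2 binding and regions of increased H3K27ac were not analysed here, since their coordinates were not used here. Mass spectrometry, ChIP-seq and RNA-seq were not used here. Tools were Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 and limma 3.58.1.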

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

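Of the tests in this part, those of chromosome copies shared by KO and rescue, of swapped libraries, of a change in the KO line, of matched promoters, of conversion at promoters and of the guide CpG were chosen after the result was seen.

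Tiles of 10 kb were less methylated in KO than in WT libraries. Less complete protection of methylated cytosines would lower tiles of all levels in proportion. Yet the KO to WT ratio varied by 3.59 pp between tile levels from 60 to 95%. The same range was 0.923 pp between the KO replicates and 1.88 pp between the WT replicates. The ratio of WT replicate 2 to 1 also rose with tile level, from 97.3% at 60 to 70% to 99.2% at 90 to 95%. Libraries of 1 genotype thus depart from proportion too, so this test cannot exclude a technical difference that is not proportional. Weaker deamination of unmethylated cytosines in WT would act on the unmethylated share, which this ratio does not test. It would also raise mitochondrial CpGs in WT. These read as methylated in 0.328 and 0.325% of reads in WT and in 0.321 and 0.344% in KO libraries. X coverage in KO was 1.01 times that in WT, the median tile difference was below 0 on 19 of 19 autosomes, it was 1.1 times as large at 20 reads as at 10, and no KO library had an exon to intron ratio of Proser1 above 0.976, as a swap with rescue would need. Differences in chromosome copies that KO and rescue share leave rescue below WT, but its median was 0.559 pp above WT (−0.0207 pp without WT replicate 2 and −0.222 pp without rescue replicate 2). Loss of PROSER1 may explain the pattern, as a hypothesis. A technical difference in level between libraries stays open, since replicates differed too (median per tile −1.21 pp in WT and 1.37 pp in KO). A change in the KO line unrelated to PROSER1 also stays open. The 10 reads over the guide CpG in KO, against 0 in rescue, leave unsettled whether both hold the same edited alleles.

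Promoters of developmental transcription factors, which the paper does not list as a set, were higher in KO than in WT by a median of 1.1 pp (0.195 pp at 20 pooled reads, with 50 of 96 promoters higher; the cause of this drop was not tested). Little room to fall at a low starting level would give the same in other promoters, but the highest median of 10000 draws of promoters matched on kind and level was −0.745 pp. A conversion difference would act alike on promoters of the same kind and level, but the median of these draws was −1.35 pp. What stays open is loss of PROSER1, a change in the KO line unrelated to it, given the 10 reads over the guide CpG in KO, and a dependence on which CpGs are covered.

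The guide CpG had reads in both KO libraries (10 in all), although neither KO1 allele drawn in Fig. S1D, with deletions of 10 and 7 bases, keeps this CpG. An allele drawn there for line KO3, with 4 bases deleted, does keep this CpG. Whether the KO libraries hold that allele was not tested. WT cells in the KO cultures would raise coverage of a segment of chromosome 4 (9100001 to 9900000) from 0.952, the rescue level, to 1.23, and it was 0.954. A line in which 1 allele keeps the CpG stays open, because the test depended on the neighbouring CpG used for comparison. Fisher's exact p of KO against rescue ranged from 0.00523 to 0.545 (18 CpGs, 12 with p under 0.05). The highest p came from a CpG with 3 rescue reads. An exact binomial test by total reads gave p = 0.00305. The nearest CpG (position 53464297), not used for comparison, had 11 and 7 reads in KO and 0 and 0 in rescue. No biological explanation was tested.

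Coverage of chromosome Y below 3.6 Mb, relative to the autosomal median, was at least 0.249 in each KO and rescue library and 0.00855 and 0.00837 in the WT libraries. A segment of chromosome 11 (4300001 to 6500000) had at least 1.59 times the autosomal median in each KO and rescue library and 1.06 and 1.07 in WT. Some promoters that rose in KO and that the paper does not discuss had both rescue libraries above both WT libraries too, with rescue means of 41.4% at D1Pas1, 14.4% at Uggt2, 23.4% at Mcts2, 11.4% at En1, 4.67% at Pax3, 50.6% at Samd11, 27.1% at Fli1, 16.7% at Foxa1 and 5.60% at Tspoap1, while others, Gata3 and Fgr among them, did not.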

How the results depend on the processing

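No test in this part was chosen after the result was seen except the windows of Fig. S5C, whose alternatives were added later. Counts give regions called in both directions. Leaving out 1 library at a time, KO against WT gave 473 to 3023 tiles of 10 kb, 7 to 546 tiles of 1 kb, 240 to 2119 gene bodies, 10 to 58 non-CGI promoters, 0 to 1 islands and 18 to 156 single CpGs. Rescue against WT gave 34 to 64 tiles, 13 to 23 bodies, 2 to 5 promoters, 0 to 1 islands and 17 to 59 CpGs, and KO against rescue 81 to 1906 tiles. The median of 10 kb tiles differed by −2.39 to −0.909 pp in KO and by −0.222 to 1.34 pp in rescue, where it reversed without WT replicate 2 (−0.0207 pp) and without rescue replicate 2 (−0.222 pp). The highlighted ETnERV3-int part differed by −23.7 to −13.8 pp, the islands of the developmental targets by 1.89 to 3.23 pp, calls on the gene lists ranged from 2 to 13, and the odds ratio of rising 1 kb tiles near developmental transcription factors from 0 to 69.1.

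At 20 pooled reads per genotype (5152146 CpGs), KO against WT gave 1613 tiles of 10 kb, 976 of 1 kb, 14 non-CGI promoters, 19 islands and 373 single CpGs, rescue against WT 35 tiles, 12 bodies, 12 islands and 29 CpGs, KO against rescue 801 tiles, and the developmental targets 1.47 pp. At 5 pooled reads, 318 tiles of 1 kb were called, and with at least 10 CpGs 2196. With 5 reads in each library, 2378 gene bodies and 1 island were called in KO, and 10 reads in each library left 1867279 CpGs. Fits of only the 2 genotypes compared called 57 non-CGI promoters and 1 island in KO. With a replicate block, KO against rescue gave 858 tiles and KO against WT 871 bodies, 17 promoters and 1 island. Deviations of same-numbered replicates from their means had correlations of −0.00797 (WT and KO), −0.00419 (WT and rescue) and 0.0103 (KO and rescue), which give no sign of pairing by number. A correlation leaves out the shift of a whole library, so a shared batch acting on the overall level is not excluded.

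Limma called 547, 45 and 53 tiles of 10 kb (KO against WT, rescue against WT, KO against rescue), 2 bodies in KO and 2 in rescue, 14 promoters in KO and 0 islands in rescue. On centred libraries it called 1, 2 and 1 tiles of 10 kb, 215 of 1 kb, 0 and 0 bodies, 15 promoters, and 7 islands in KO and 3 in rescue; centring removes a difference that all regions share. A pseudocount of 0.5 read gave 257 tiles of 1 kb, Fisher's exact test 62 CpGs in KO and 0 in rescue, and camera with an estimated correlation 0 lists. In the windows of Fig. S5C, the difference at Prdm8 was 12.0 pp at 5 pooled reads. Among values with 1 library left out, 55 stayed within the set range, 45 moved, 2 were weaker and 2 reversed, and among the other alternatives 91 stayed and 44 moved. Fits with fewer CpGs or libraries have less power, but counts also depended on which library was left out. The difference of tile medians itself ranged from −2.39 to −0.909 pp in KO. Lower power and dependence on a library were not separated, and the cause of the other changes was not tested. In simulated data, 1.49% of differences of 20 pp were recovered in 1 kb tiles by limma.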

Other observations

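All regions in this part were chosen after their values were seen, and no tests beyond the fits named were run.

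At several regions, the rescue libraries kept a difference from WT that KO also had. In the edgeR fit of gene bodies, Zrsr1 had 47.9 ± 11.9, 29.3 ± 9.00 and 18.6 ± 2.43% in WT, KO and rescue (rescue against WT, adjusted p = 2.02e-17) and Rpl10l 34.9 ± 0.409, 45.6 ± 1.29 and 51.8 ± 3.69% (adjusted p = 0.00708). D1Pas1 (adjusted p = 2.38e-24), Mcts2 (0.180, 26.1 and 11%, adjusted p = 3.25e-10), Nefm (adjusted p = 4.00e-05; 0.228 without rescue replicate 2) and Nap1l5 (54.0, 25.0 and 27.6%, adjusted p = 0.00286) did so too. Among promoters, Plagl1 had an adjusted p of 0.0206 in rescue against WT (edgeR; 0.317 and 0.0789 without WT replicates 1 and 2, 0.201 without rescue replicate 2). Without 1 library, the body of Zrsr1 lost its call in KO (KO replicate 1, 0.0640), that of Nap1l5 its call in rescue (WT replicate 1, 0.798; rescue replicate 2, 0.461), and that of Rpl10l its call in rescue (WT replicates 1 and 2, 0.219 and 0.0501; rescue replicate 1, 0.505) and in KO (WT replicate 1, 0.321; KO replicates 1 and 2, 0.299 and 0.142).

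Rises in tiles of 1 kb (limma, KO against WT) also lay near or in other genes. A tile 1143 bp from Hlx (chromosome 1, 184725001 to 184726000) had a difference of 55.7 pp (adjusted p = 2.33e-04), with 10.2 and 4.63% in WT, 68.4 and 57.7% in KO and 28.2 and 35.5% in rescue libraries. Differences were 44.2 pp in a tile 2946 bp from Nr2f2, 44.0 pp in Serinc5, 42.7 pp in Lmbr1 and 42.5 pp in Tbx5. A tile 37922 bp from Prss2 with a difference of 40.4 pp had 65.9 and 47.9% in the rescue libraries, against 43.2 and 62.4% in KO.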
